# WTAP regulates postnatal development of brown adipose tissue by stabilizing METTL3 in mice

**DOI:** 10.1093/lifemeta/loac028

**Published:** 2022-10-10

**Authors:** Yuqin Wang, Xinzhi Li, Cenxi Liu, Liying Zhou, Lei Shi, Zhiguo Zhang, Long Chen, Ming Gao, Lanyue Gao, Yuanyuan Xu, He Huang, Jin Li, Zheng Chen

**Keywords:** WTAP, BAT, m^6^A, postnatal development, METTL3, PRDM16

## Abstract

Brown adipocyte maturation during postnatal development is essential for brown adipose tissue (BAT) to protect animals against cold. Impaired maturation of brown adipocytes leads to cold intolerance. However, the molecular mechanisms that determine the maturation of brown adipocytes during postnatal development are not fully understood. Here, we identify Wilms’ tumor 1-associating protein (WTAP) as an essential regulator in the postnatal development and maturation of BAT. BAT-specific knockout of *Wtap* (*Wtap*-BKO) severely impairs maturation of BAT *in vivo* by decreasing the expression of BAT-selective genes, leading to the whitening of interscapular BAT (iBAT). Single nucleus RNA-sequencing analysis shows the dynamic changes of cell heterogeneity in iBAT of *Wtap*-BKO mice. Adult mice with WTAP deficiency in BAT display hypothermic and succumb to acute cold challenge. Mechanistically, WTAP deficiency decreases m^6^A mRNA modification by reducing the protein stability of METTL3. BAT-specific overexpression of *Mettl3* partially rescues the phenotypes observed in *Wtap*-BKO mice. These data demonstrate that WTAP/METTL3 plays an essential role in iBAT postnatal development and thermogenesis.

## Introduction

Interscapular brown adipose tissue (iBAT) is a major tissue for non-shivering thermogenesis through uncoupling protein 1 (UCP1)-dependent respiration [1, 2]. For rodents, brown adipocytes undergo postnatal maturation and then gain full function [3–5]. Impaired maturation of brown adipocytes leads to cold intolerance in adults [5]. In the past two decades, several transcriptional factors such as PR domain-containing protein 16 (PRDM16) and peroxisome proliferator-activated receptor gamma (PPARγ) have been identified as key regulators of brown fat differentiation [4, 6–8]. However, whether RNA processing, such as *N*^6^-methyladenosine (m^6^A) mRNA modification, regulates iBAT development and thermogenesis is not fully understood.

RNA processing including m^6^A mRNA modification is mediated by RNA binding proteins. The key components in m^6^A methyltransferase complex include METTL3, METTL14, and Wilms’ tumor 1-associating protein (WTAP) [9, 10]. METTL3, the key m^6^A methyltransferase, has been shown to regulate early embryonic development [11], neurogenesis [12], diabetes [13], and nonalcoholic steatohepatitis (NASH) [14]. WTAP interacts with METTL3 and METTL14 in the nucleus and serves as a regulatory protein of m^6^A mRNA modification. WTAP has been shown to regulate X chromosome imprinting [15], cell proliferation [16], white adipogenesis [17], and tumorgenesis [18–21] by modulating RNA alternative splicing. Recently, WTAP in the liver has been shown to regulate lipoatrophy and NASH by binding to specific DNA motifs [22]. Both *Mettl3* and *Wtap* knockout mice were embryonic death [11, 23], indicating their importance in embryonic development. We recently reported that METTL3 is an essential regulator for postnatal development of iBAT [5]. However, whether WTAP-mediated RNA processing regulates the maturation of iBAT is largely unknown, and whether WTAP regulates iBAT development depending on METTL3 is also unknown.

Here, we show that WTAP is an essential regulator in the postnatal development of iBAT. BAT-specific deletion of *Wtap* severely impairs the maturation of BAT *in vivo* by decreasing the expression of BAT-selective genes, leading to the whitening of iBAT. Single nucleus RNA-sequencing (snRNA-seq) analysis shows the dynamic changes of cell heterogeneity in iBAT of *Wtap*-BKO mice. Adult mice with WTAP deficiency in BAT display hypothermic and succumb to acute cold challenge. WTAP deficiency decreases m^6^A mRNA modification by reducing the protein stability of METTL3. BAT-specific overexpression of *Mettl3* partially rescues the phenotypes in BAT-specific *Wtap* knockout mice (*Wtap*-BKO). These data reveal a mechanism in which WTAP plays an essential role in iBAT postnatal development and thermogenesis.

## Results

### WTAP, a BAT-enriched and development-associated protein, is essential for the postnatal development of iBAT

BAT-enriched genes may regulate BAT function. Published microarray data (GSE8044) show that WTAP is one of BAT-enriched genes [6]. We also observed that WTAP protein levels were significantly higher in iBAT compared with that in inguinal white adipose tissue (iWAT) and epididymal white adipose tissue (eWAT) (Fig. 1a). To further test whether WTAP is associated with the postnatal development of iBAT, we determined WTAP protein levels in iBAT at different ages after birth. WTAP protein levels were significantly increased in iBAT at 1 day of age, and reached the maximal level at 10 days of age (Fig. 1b). The UCP1 protein levels were also showed a similar expression pattern with WTAP (Fig. 1b) and METTL3 [5]. m^6^A levels in total RNA were also significantly increased at 1 day of age and remained at similar levels at 10 and 30 days of age (Fig. 1c). These data demonstrate that WTAP is selectively expressed in iBAT, and WTAP/METTL3/m^6^A are upregulated in iBAT during postnatal development, indicating that WTAP may play an important role in the postnatal development of iBAT.

**Figure 1:**
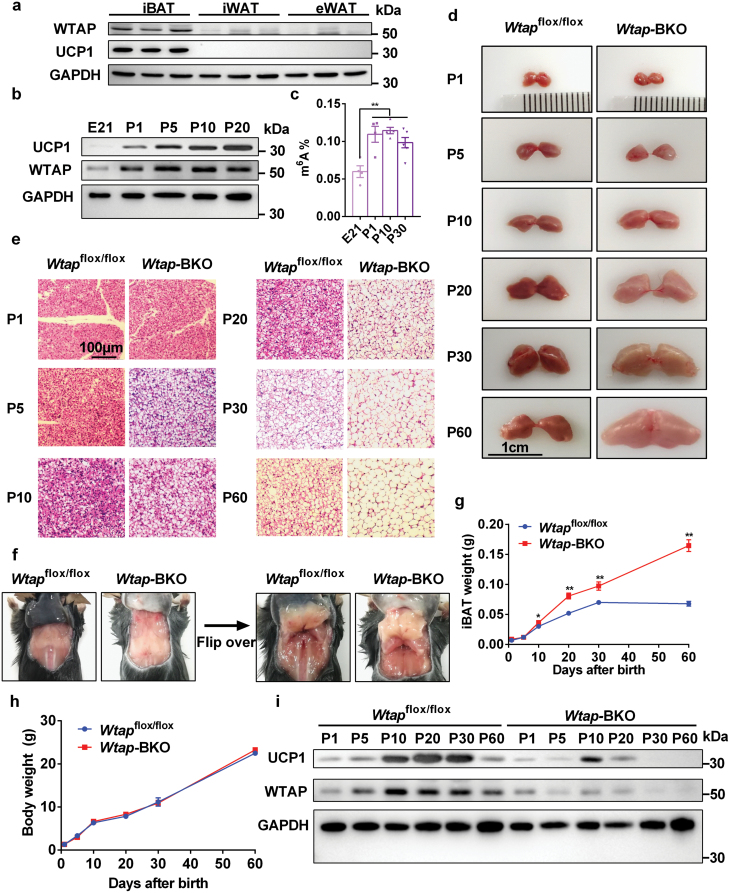
WTAP is essential for the postnatal development of iBAT. (a) WTAP and UCP1 protein levels in iBAT, iWAT, and eWAT of C57BL/6 male mice at the age of 8 weeks were measured by immunoblotting. (b) WTAP and UCP1 protein levels in iBAT at embryonic day 21 (E21) and postnatal days 1, 5, 10, and 20 were measured by immunoblotting. (c) m^6^A levels of total RNA in iBAT at E21, P1, P10, and P30 (*n* = 4–6). (d) Gross appearance of iBATs in *Wtap*^flox/flox^ and *Wtap*-BKO mice at days 1, 5, 10, 20, 30, and 60 after birth. (e) Haematoxylin and eosin (H&E) staining of iBATs in *Wtap*^flox/flox^ and *Wtap*-BKO mice at days 1, 5, 10, 20, 30, and 60 after birth. (f) Gross appearance of iBATs in *Wtap*^flox/flox^ and *Wtap*-BKO mice at the age of 8 weeks. (g and h) iBAT and body weight of *Wtap*^flox/flox^ and *Wtap*-BKO mice at days 1, 5, 10, 20, 30, and 60 after birth (*n* = 3–8). (i) WTAP and UCP1 protein levels in iBAT of *Wtap*^flox/flox^ and *Wtap*-BKO mice at days 1, 5, 10, 20, 30, and 60 after birth. Immunoblotting experiments were repeated three times independently with similar results. *P < 0.05. **P< 0.01. Data represent the mean ± SEM. *n* was the number of biologically independent mice.

To further determine whether WTAP regulates iBAT postnatal development, we need to generate *Wtap*-BKO mice. *Ucp*1-Cre transgenic mice were widely used to generate BAT-specific knockout mice. However, a recent publication showed that Cre recombinase in *Ucp*1-Cre mice was expressed not only in BAT and iWAT, but also in the kidney and hypothalamus [24], indicating the *Ucp*1-Cre mice are not good enough to generate BAT-specific knockout mice. To avoid this non-specificity of *Ucp*1-Cre, we tested *Ucp1*-iCre mice, in which IRES-Cre was inserted between the exon 6 and the 3ʹ-UTR to allow UCP1 and iCRE expression at the same time with lower levels [25]. We generated *Wtap*-BKO mice by crossing *Wtap*-floxed mice (Supplementary Fig. S1a and b) with *Ucp1*-iCre transgenic mice. *Ucp1*-iCre has been shown to delete genes in iBAT at 5 days of age [5]. To test the specificity of the deletion in BAT, we performed immunoblotting in different tissues. As shown in Supplementary Fig. S1c, WTAP was specifically deleted in iBAT but not in other tissues, such as liver and brain in adult *Wtap*-BKO mice. We also noted that WTAP was highly enriched in iBAT, liver, and brain, compared with that in eWAT and skeletal muscle (Supplementary Fig. S1c). We did not observe any difference in body weight (Supplementary Fig. S1d), iBAT morphology (Supplementary Fig. S1e), iBAT weight (Supplementary Fig. S1f), or cold challenge (Supplementary Fig. S1g) between *Wtap*^flox/flox^ and *Ucp1*-iCre mice. Therefore, we used *Wtap*^flox/flox^ mice as the control for *Wtap*-BKO mice in the following experiments. Surprisingly, the morphology of iBAT in *Wtap*-BKO mice appeared abnormal, enlarged, and “whitening” roughly after 10 days of age (Fig. 1d–f). Consistently, the weight of iBAT in *Wtap*-BKO mice was significantly higher than that of *Wtap*^flox/flox^ mice (Fig. 1g), which did not significantly affect the body weight of *Wtap*-BKO mice during postnatal development (Fig. 1h). The enlarged iBAT was attributable to large cytosolic lipid droplet accumulation, resulting in an increase in average adipocyte size (steatotic hypertrophy) (Fig. 1e). The key thermogenic protein, UCP1, was significantly increased during postnatal development in iBAT of *Wtap*^flox/flox^ mice, whereas its expression was much less in iBAT of *Wtap*-BKO mice (Fig. 1i). Consistently, WTAP protein levels in iBAT of *Wtap*-BKO mice began to decline at 5 days of age (Fig. 1i). These data indicate that WTAP is necessary for postnatal development of iBAT.

### BAT-specific deletion of *Wtap* results in decreased energy expenditure, which does not promote HFD-induced obesity

Impaired postnatal development of iBAT leads to decreased energy expenditure [5]. Expectedly, *Wtap*-BKO mice displayed lower oxygen (O_2_) consumption and CO_2_ production rates during both light and dark cycles (Fig. 2a–d) with similar amounts of food intake compared with *Wtap*^flox/flox^ controls (Supplementary Fig. S2a). Surprisingly, *Wtap*-BKO mice showed increased physical activity in daytime but similar amounts of physical activity in nighttime compared with *Wtap*^flox/flox^ controls (Supplementary Fig. S2b). Physical activity may be associated with skeletal muscle function. The running time to exhaustion was significantly increased in *Wtap*-BKO mice (Supplementary Fig. S2c), indicating that *Wtap*-BKO increases skeletal muscle function, which contributes to the increased physical activity.

**Figure 2:**
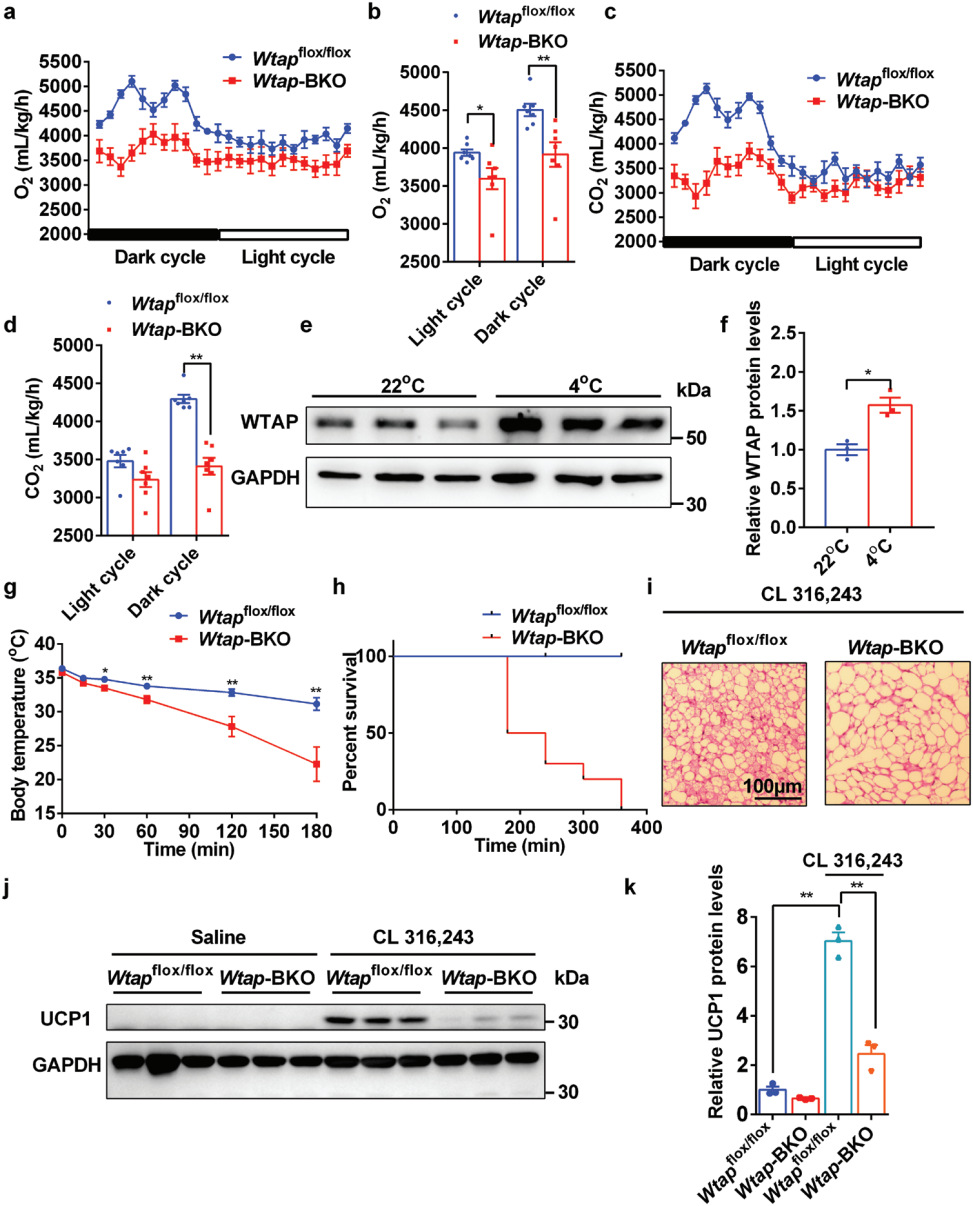
*Wtap* deficiency in BAT causes decreased energy expenditure, cold intolerance, and impaired browning of iWAT. (a and b) The O_2_ consumption rates in 10-week-old *Wtap*^flox/flox^ and *Wtap*-BKO mice at room temperature (*n* = 7). (c and d) The CO_2_ production rates in 10-week-old *Wtap*^flox/flox^ and *Wtap*-BKO mice at room temperature (*n* = 7). (e and f) The WTAP protein levels in iBATs of WT mice treated with or without acute cold exposure for 6 h (*n* = 3). (g) The rectal temperature of 8-week-old *Wtap*^flox/flox^ and *Wtap*-BKO mice during acute cold exposure (4°C) (*n* = 10). (h) Percent survival of 8-week-old *Wtap*^flox/flox^ and *Wtap*-BKO mice during acute cold exposure (4°C) (*n* = 10). (i–k) *Wtap*^flox/flox^ and *Wtap*-BKO mice were injected with CL 316,243 for 4 days to induce browning of WAT. H&E staining of iWAT in *Wtap*^flox/flox^ and *Wtap*-BKO mice after CL 316,243 treatment was shown (i). UCP1 protein levels in iWAT of *Wtap*^flox/flox^ and *Wtap*-BKO mice treated with or without CL 316,243 were measured by immunoblotting (j and k) (*n* = 3). *P < 0.05. **P < 0.01. Data represent the mean ± SEM. *n* was the number of biologically independent mice.

Next, we tested the need for WTAP in thermogenesis *in vivo*. WTAP protein levels were significantly increased after acute cold exposure (4°C for 6 h) (Fig. 2e and f), indicating that WTAP may promote thermogenesis. Strikingly, *Wtap*-BKO mice displayed a rapid loss of body temperature, leading to mouse death within 3–6 h after cold exposure, whereas all *Wtap*^flox/flox^ control mice maintained their body temperature and survived (Fig. 2g and h). These data suggest that WTAP in BAT is essential for thermogenesis.

WTAP is exclusively expressed in iBAT, and BAT-specific deletion of *Wtap* impairs acute cold-induced thermogenesis, indicating that WTAP may regulate the browning of WAT in response to the β-adrenergic agonist. To further test this hypothesis, *Wtap*-BKO mice and *Wtap*^flox/flox^ controls were injected with CL 316,243 for 4 days to induce browning of WAT. As shown in Fig. 2i–k, multiple injections of CL 316,243-induced browning of iWAT and higher expression of UCP1 in *Wtap*^flox/flox^ mice, whereas the induction of iWAT browning and the UCP1 expression were significantly abolished in *Wtap*-BKO mice. These data demonstrate that BAT-specific deletion of *Wtap* impairs the browning of WAT in response to the β-adrenergic agonist.

Reduced energy expenditure contributes to obesity in both rodents and humans [26, 27]. To determine whether *Wtap*-BKO mice are sensitive to high-fat diet (HFD)-induced obesity, *Wtap*-BKO and *Wtap*^flox/flox^ control mice were fed with HFD, and body weight was measured weekly. As shown in Supplementary Fig. S2d, *Wtap*-BKO and *Wtap*^flox/flox^ mice gained similar body weight after feeding with HFD. Consistent with the previous observation, the iBAT weight was significantly higher in *Wtap*-BKO mice (Supplementary Fig. S2e), and the morphology of iBAT in *Wtap*-BKO mice also appeared abnormal, enlarged, and “whitening” after HFD-feeding (Supplementary Fig. S2f). We also measured systemic glucose homeostasis and insulin resistance on mice fed with HFD for 13 weeks (21 weeks old). As shown in Supplementary Fig. S2g and h, *Wtap*-BKO mice displayed similar glucose intolerance and insulin resistance with *Wtap*^flox/flox^ mice. Insulin-induced p-AKT(S473) levels were also similar in the livers of *Wtap*-BKO and *Wtap*^flox/flox^ mice (Supplementary Fig. S2i). These data suggest that decreased expression of *Wtap* in iBAT does not affect HFD-induced obesity and metabolic syndrome, which is likely due to the increased physical activity (Supplementary Fig. S2b).

### BAT-specific deletion of *Wtap* largely changes gene expression profile in iBAT

To further explore the molecular mechanisms of the impaired postnatal development of iBAT in *Wtap*-BKO mice, we examined the whole transcriptional profiles of iBAT in both *Wtap*-BKO and *Wtap*^flox/flox^ mice by performing RNA-seq analysis. As shown in Fig. 3a, 894 genes were downregulated, whereas 1410 genes were upregulated. Gene Ontology (GO) analysis showed that the downregulated genes were related to the generation of precursor metabolites and energy, cellular respiration, energy derivation by oxidation of organic compounds, electron transport chain, nucleotide metabolic process, and purine ribonucleotide metabolic process (Fig. 3b). KEGG pathway analysis showed that the downregulated genes were associated with oxidative phosphorylation, thermogenesis, TCA cycle, carbon metabolism, and fatty acid metabolism signaling pathways (Fig. 3c). We then performed metabolomics analysis. As shown in Supplementary Fig. S3a and b, metabolites involved in TCA cycle did not change, but acetyl-CoA and succinyl-CoA were downregulated, which indicates that the energy generation from some branch chain amino acids is decreased. The downregulated AMP and guanosine (Supplementary Fig. S3c) indicate that the purine de novo synthesis via pentose phosphate pathway is decreased in iBAT of *Wtap*-BKO mice, which is consistent with RNA-seq data. Furthermore, PRDM16, PPARγ, UCP1, PGC-1α, and WTAP protein levels were dramatically reduced in iBAT of *Wtap*-BKO mice (Fig. 3d). In addition, most of the genes related to mitochondrial oxidative phosphorylation (OXPHOS), including the components of complexes I, II, III, IV, and V, were dramatically reduced in *Wtap*-BKO mice (Fig. 3e). These data suggest that BAT-specific deletion of *Wtap* impairs postnatal development of iBAT by decreasing expression of BAT-selective genes.

**Figure 3:**
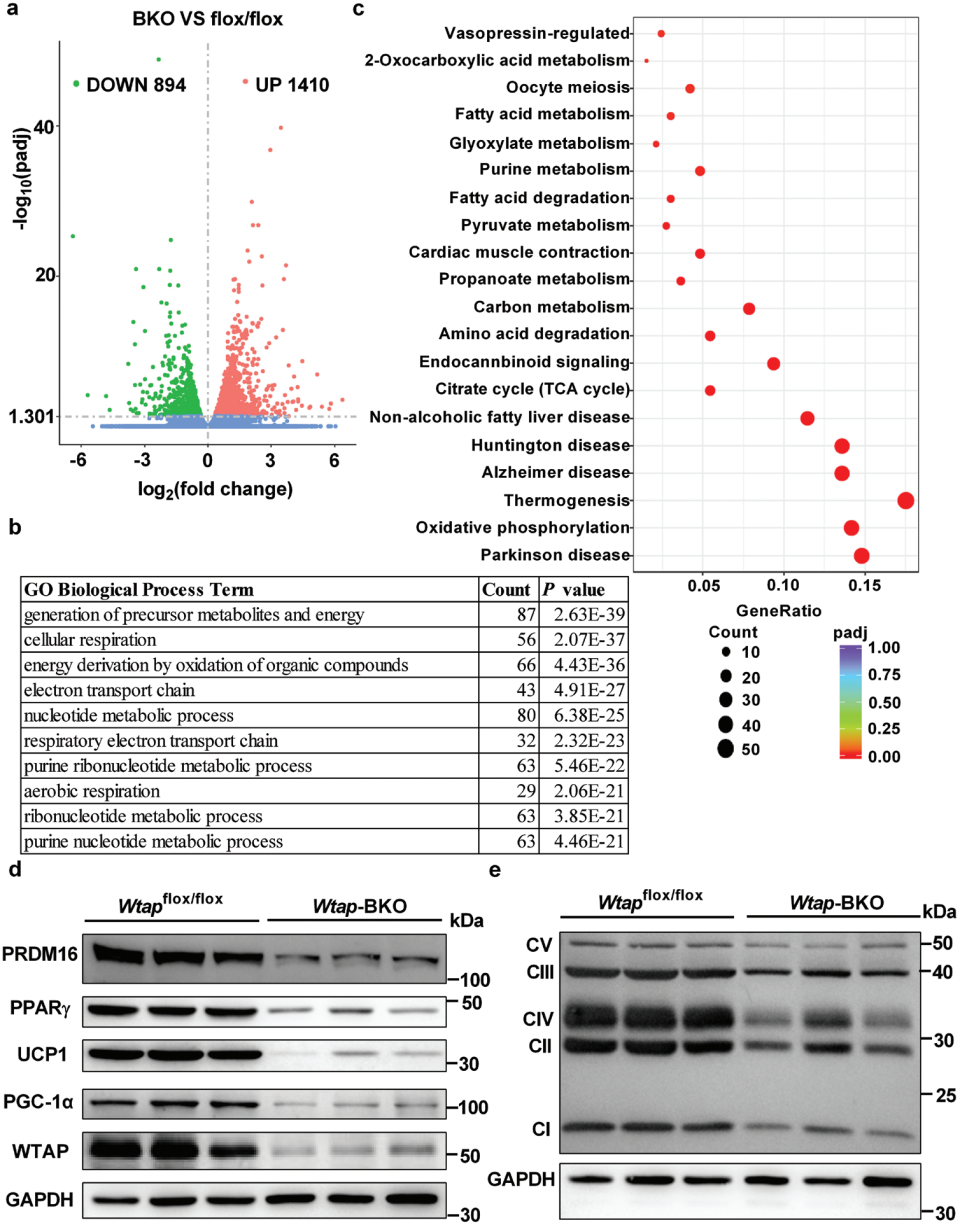
BAT-specific deletion of *Wtap* dramatically decreases expression of BAT-selective genes. RNA-seq analysis was performed in the iBATs of *Wtap*^flox/flox^ and *Wtap*-BKO mice of 8 weeks old. (a) The differentially expressed genes (BKO vs. flox/flox) including 894 downregulated genes and 1410 upregulated genes were illustrated in a volcanoplot (|log2FoldChange|>0 and *P* value < 0.05) (*n* = 3). (b) Top GO biological process terms enriched in downregulated genes. (c) KEGG analysis of the downregulated genes. (d) PRDM16, PPARγ, UCP1, PGC-1α, WTAP, and GAPDH protein levels in iBATs of 8-week-old *Wtap*^flox/flox^ and *Wtap*-BKO mice were determined by immunoblotting (*n* = 3). (e) Mitochondrial complex protein levels in iBATs of 8-week-old *Wtap*^flox/flox^ and *Wtap*-BKO mice were determined by immunoblotting (*n* = 3). *n* was the number of biologically independent mice.

### BAT-specific deletion of *Wtap* largely changes cellular composition and characteristics of various cell types in iBAT

Not all brown adipocytes are equal. Cell heterogeneity is dynamically changed in iBAT under different conditions [28]. To elucidate cell heterogeneity and their dynamic changes in iBAT of *Wtap*-BKO and *Wtap*^flox/flox^ mice, we performed snRNA-seq on iBAT. In total, 8500–9500 unique cell nuclei were sequenced and analyzed. Cells were classified into several distinct clusters, most of which were easily identifiable by defined marker expression, including adipocytes, macrophages, endothelial cells, T/B lymphocytes, epithelial cells, fibroblasts, and smooth muscle cells (Fig. 4a–c). *Prdm16*, *Pparg*, and *Ppargc1α* mRNA levels were significantly decreased in brown adipocytes of *Wtap*-BKO mice (Fig. 4d–f and Supplementary Fig. S4a–c), which is consistent with the immunoblotting data (Fig. 3d). We also observed remarkably increased proportions for macrophages and T/B lymphocytes in the iBAT of *Wtap*-BKO mice (Fig. 4b and c). In addition, the macrophage-related gene (*Mrc1*) and fibrosis-related genes such as *Col1a1* and *Col3a1* were upregulated in macrophage, fibroblasts, and other cell types (Fig. 4g–i and Supplementary Fig. S4d–f). These data indicate that the cellular composition and characteristics of many cell types in iBAT of *Wtap*-BKO mice are changed, which is likely due to the immaturation of brown adipocytes.

**Figure 4:**
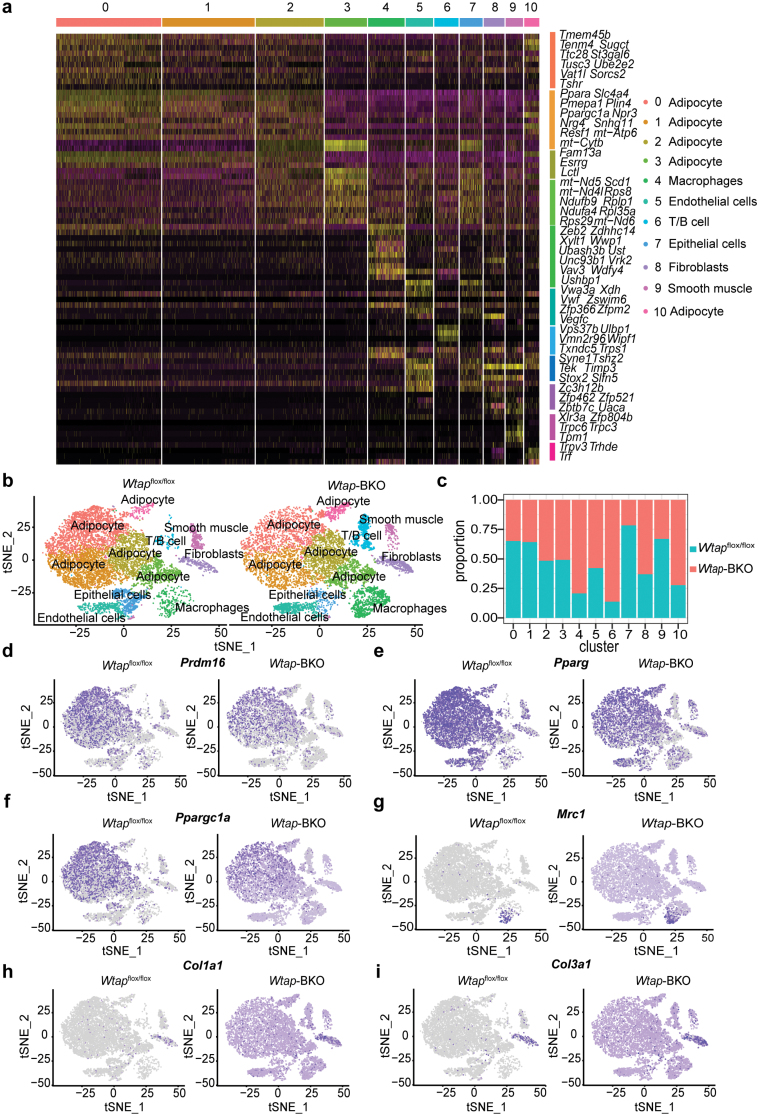
BAT-specific deletion of *Wtap* largely changes cell heterogeneity in iBAT. Cell nuclei were isolated from iBAT in *Wtap*^flox/flox^ and *Wtap*-BKO mice of 8 weeks old, and snRNA-seq analysis was performed. (a) Heatmap showing normalized expression levels of marker genes helping to identify eleven cell types present in the snRNA-seq data from iBAT. (b) Integrated analysis of snRNA-seq data from iBAT in *Wtap*^flox/flox^ and *Wtap*-BKO mice at the age of 8 weeks. (c) Percent contribution of iBAT cells from *Wtap*^flox/flox^ (blue) and *Wtap*-BKO (red) mouse in each cluster. (d–i) Distribution of the expression of *Prdm16* (d), *Pparg* (e), *Ppargc1α* (f), *Mrc1* (g), *Col1a1*(h), and *Col3a1* (i) within tSNE plot in iBAT of *Wtap*^flox/flox^ and *Wtap*-BKO mice.

### WTAP controls brown adipogenesis *in vitro*

To determine whether WTAP primarily regulates brown adipogenesis, we performed *in vitro* cell culture experiments. *Wtap* mRNA levels were significantly higher in mature primary brown adipocytes compared with preadipocytes (Fig. 5a), indicating that WTAP may directly regulate the differentiation of brown adipocytes. To test whether WTAP directly regulates the differentiation of brown adipocytes, we harvested the stromal vascular fraction (SVF) from the brown fat pads of *Wtap*^flox/flox^ mice. Primary brown preadipocytes were infected with Ad-βGal and Ad-Cre adenovirus and differentiated to mature brown adipocytes. As expected, Cre adenovirus infection caused the deletion of *Wtap* in primary brown adipocytes (Fig. 5b). Deletion of *Wtap* significantly impaired the differentiation of precursor cells, as revealed by decreased Oil Red O staining (Fig. 5c), the decreased expression of general brown adipocyte markers, such as PRDM16, PPARγ, UCP1, and PGC-1α (Fig. 5b), and the reduced components of mitochondrial complexes II, III, and V (Fig. 5b). These results suggest that WTAP is necessary for brown adipogenesis *in vitro*.

**Figure 5:**
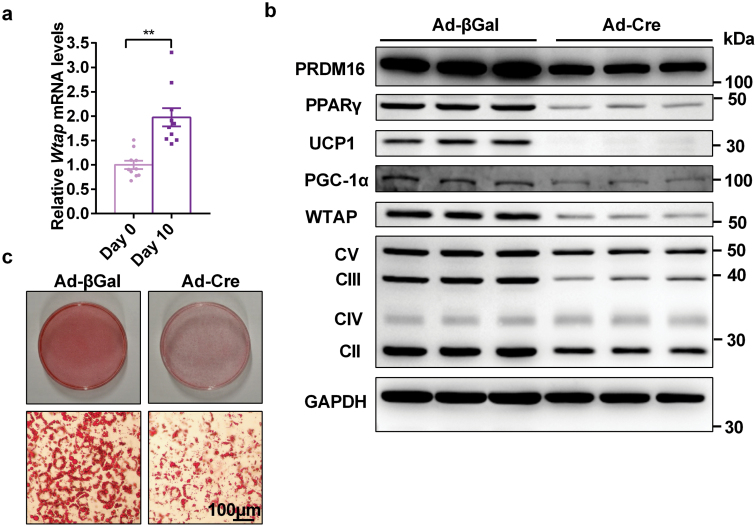
WTAP is essential for brown adipogenesis. (a) The *Wtap* mRNA levels in mature primary brown adipocytes (10 days after differentiation) and preadipocytes (before differentiation) (*n* = 10). (b and c) Brown fat SVF was isolated from 4-week-old *Wtap*^flox/flox^ mice and cultured in a growth medium. 100% confluent cells were infected with Cre- or βGal–expressing adenovirus in a growth medium overnight. The medium was switched to induction medium for 72 h to induce adipogenic differentiation, and then cells were maintained in differentiation medium for 4 days. Cells were then used for immunoblotting analysis (b) and Oil red O staining (c). The cell culture experiments were repeated three times independently with similar results. **P < 0.01. Data represent the mean ± SEM. *n* was the number of biologically independent cell samples.

### WTAP is necessary for m^6^A mRNA modification by stabilizing METTL3 in BAT

Next, we wanted to explore the detailed molecular mechanisms in which WTAP regulates the postnatal development of iBAT. It has been shown that WTAP interacts with METTL3 in the nucleus and serves as a regulatory protein of m^6^A mRNA modification [9, 10]. We recently reported that METTL3 is an essential regulator for the postnatal development of iBAT by regulating m^6^A mRNA modification [5]. We further confirmed that WTAP interacted with METTL3 in iBAT (Fig. 6a). BAT-specific deletion of *Wtap* showed decreased METTL3 protein but not its mRNA levels (Fig. 6b and c), indicating that WTAP regulates METTL3 protein stability. We then performed protein stability assays. As shown in Fig. 6d, the deletion of *Wtap* in primary brown adipocytes significantly decreased METTL3 protein stability. Furthermore, MG132, a proteasome inhibitor, was able to increase METTL3 protein levels in the iBAT of *Wtap*-BKO mice (Fig. 6e and f), whereas leupetin, a lysosome inhibitor, was not able to increase METTL3 protein levels (Fig. 6g and h), indicating that *Wtap*-BKO reduces METTL3 protein stability depending on proteasome.

**Figure 6:**
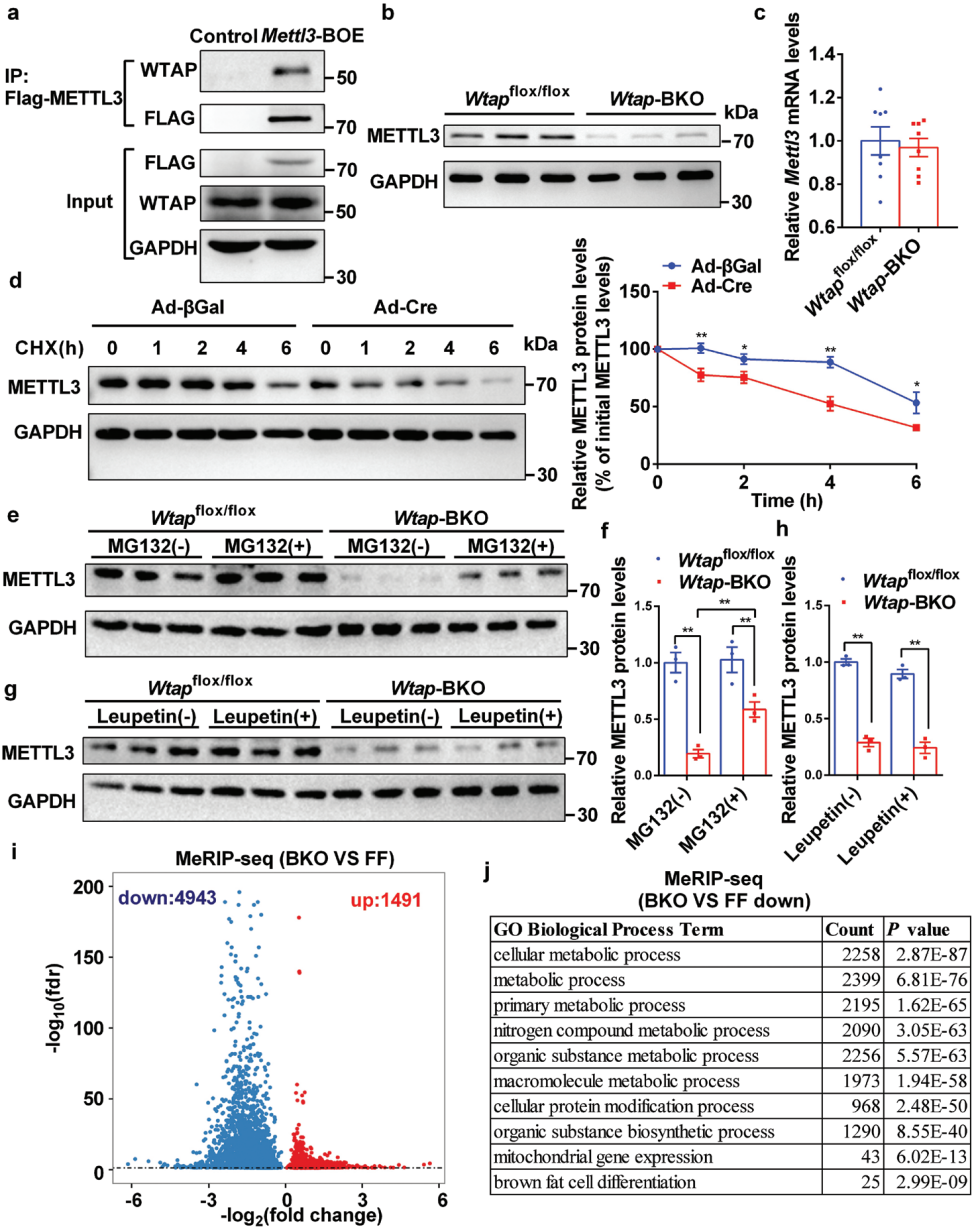
WTAP is essential for m^6^A mRNA modification in iBAT. (a) BAT-specific *Mettl3*-overexpressing (*Mettl3*-BOE) mice were generated by crossing *STOP-Mettl3*^*+/-*^ mice, in which a *STOP-Flag-Mettl3* cassette was inserted in the *Rosa26* allele using the CRISPR-Cas9 technique, with *Ucp1-iCre* transgenic mice. The genotype of the *Mettl3-*BOE mice was *STOP-Mettl3*^*+/-*^ *Ucp1-iCre*^*+/-*^. iBAT extracts from control and *Mettl3*-BOE mice at the age of 8 weeks were immunoprecipitated with Flag beads and then immunoblotted with anti-WTAP antibody. Flag, WTAP, and GAPDH protein levels in the input lysates were determined by immunoblotting. The samples were derived from the same experiment and the blots were processed in parallel. These experiments were repeated three times independently with similar results. (b) METTL3 and GAPDH protein levels in iBATs of 8-week-old *Wtap*^flox/flox^ and *Wtap*-BKO mice were determined by immunoblotting (*n* = 3). (c) The relative *Mettl3* mRNA levels in iBATs of 8-week-old *Wtap*^flox/flox^ and *Wtap*-BKO mice were determined by RT-qPCR (*n* = 8). (d) Brown fat SVF was isolated from 4- to 6-week-old *Wtap*^flox/flox^ mice and cultured in a growth medium. 100% confluent cells were infected with Cre- or βGal–expressing adenovirus in growth medium overnight. The infected cells were switched to an induction medium for 24 h to induce adipogenic differentiation, and then treated with cycloheximide (CHX, 50 ng/mL) for indicated periods. Cells were then harvested for immunoblotting analysis of METTL3 and GAPDH protein levels. The relative METTL3 protein levels were represented as the percentage of the band densities at 0 h. Quantifications of relative METTL3 protein levels were from seven independent experiments. (e and h) The iBAT was dissected from 4- to 6-week-old *Wtap*^flox/flox^ and *Wtap*-BKO mice and cut into 10 mg pieces. Pieces of iBAT were randomly divided into two groups. One group was treated with or without MG132 (100 μmol/L) (e and f), and the other group was treated with or without leupetin (100 μmol/L) (g and h) at 37°C for 6 h. METTL3 and GAPDH protein levels were measured by immunoblotting. Quantifications of relative METTL3 protein levels were from three independent mice. (i and j) The MeRIP-seq analysis of iBATs was performed in 8-week-old *Wtap*^flox/flox^ and *Wtap*-BKO mice. The differently regulated m^6^A peaks-associated genes (BKO vs flox/flox) including 4943 downregulated m^6^A peaks-associated genes and 1491 upregulated m^6^A peaks-associated genes were illustrated in a volcanoplot (log2FoldChange > 0 and *P* value < 0.05) (i). GO biological process enrichment analysis of downregulated m6A peaks-associated genes (j). *n* was the number of biologically independent mice or cell samples.

To further determine whether WTAP regulates m^6^A modification of mRNA related to brown fat differentiation and thermogenesis, we performed m^6^A RNA immunoprecipitation sequencing (MeRIP-seq) analysis in iBAT of *Wtap*-BKO and *Wtap*^flox/flox^ control mice. Each sample was pooled from 8 mice for each group. 

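The MeRIP-seq experiment comprised 4 sequenced samples, an m6A immunoprecipitate (IP) and its input from iBAT of 8-week-old *Wtap* flox/flox mice, and the same pair from *Wtap*-BKO mice, which lack *Wtap* in brown adipocytes. In MeRIP-seq, fragmented poly(A)+ RNA is immunoprecipitated with an antibody against m6A, and a stretch of a transcript with more IP reads than the input would give is called a peak. Reads were 150 bp long and paired. The authors called peaks separately in each genotype, on 1 pooled IP against 1 pooled input, and deposited 1 peak list per genotype. Each listed peak carries its position in blocks along the exons of an Ensembl gene, a p-value, the log10 of its p-value and of its false discovery rate, and a fold enrichment of IP over input. These values are the authors' own, and they were used here only to describe, rank or filter peaks within their own list. With 1 pooled sample per genotype there are no replicates, so no difference between genotypes could be tested against the spread between mice, and 95% Wilson intervals around shares cover counting error only. The number of reads behind each list is not given with the peaks, so the depth is unknown. A peak was counted as found in the other list when it shared at least 1 exonic base on the same strand with any peak there. The MeRIP-seq methods do not name a genome build. Of 16620 *Wtap* flox/flox peaks whose gene symbol and chromosome were in a gene table of GRCm38.p6, the build that the paper names for its RNA-seq, 95.9% lay inside the span of their gene, against 15.4% after every peak was moved by 50000 bp, so positions are given as GRCm38. The *Wtap* transcript itself carried 4 peaks in each list, and each of them was found in the other list. In order of position, the *Wtap* flox/flox peaks had a false discovery rate stronger than 82.9%, 91.9%, 86.4% and 34.4% of their list. The *Wtap*-BKO peaks on them were stronger than 35.1%, 66.7%, 51.8% and 53.3% of theirs. A peak does not measure how much transcript is present, so these peaks do not check the genotype labels.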

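Where on the gene the *Wtap* flox/flox peaks lay was measured by the distance of each peak's centre from the ends of its gene, since stop codons and 3ʹ-UTRs were not annotated in the gene table used, and motif sequences were not analysed here. Among 15380 *Wtap* flox/flox peaks inside genes spanning at least 3000 bp of GRCm38, 3307 (21.5%, 95% Wilson interval 20.9% to 22.2%) had their centre within 1000 bp of the 3ʹ end of the gene. Within 1000 bp of the 5ʹ end there were 1561 peaks (10.1%, interval 9.68% to 10.6%). The window was chosen after the data were seen. With a window of 2000 bp, the share near the 3ʹ end was 37.6%, and with 500 bp it was 11.1%.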

Consistent with published MeRIP-seq results [29], the m^6^A peaks identified in iBAT of *Wtap*^flox/flox^ control mice were enriched at stop codon and 3ʹ-UTR and were characterized by the canonical GGACU motif (Supplementary Fig. S5a and b). However, the enrichment of the m^6^A peaks at stop codon and 3ʹ-UTR were decreased in iBAT of *Wtap*-BKO mice (Supplementary Fig. S5a). 

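In the *Wtap*-BKO list, 2987 of 15565 peaks (19.2%, interval 18.6% to 19.8%) had their centre within 1000 bp of the 3ʹ end of the gene. The share was 2.31 percentage points lower than in *Wtap* flox/flox mice, and the intervals do not overlap. Near the 5ʹ end, the *Wtap*-BKO share was 11.4% (interval 10.9% to 11.9%), 1.24 percentage points higher. Among peaks with a false discovery rate under 1e-05, the shares near the 3ʹ end were 23.1% in *Wtap* flox/flox and 20.3% in *Wtap*-BKO mice. These shares describe 2 pooled samples, and they refer to the ends of genes, not to stop codons.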

In the iBAT of *Wtap*^flox/flox^ mice, we identified about 18,400 significant m^6^A peaks (false discovery rate < 0.05) in about 9732 transcripts (Supplementary Table S1). 

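The deposited *Wtap* flox/flox list holds 18400 peaks on 9732 Ensembl gene identifiers. The largest false discovery rate in it is 0.0447. Of these genes, 4933 carried 1 peak and 4799 carried 2 or more, with a mean of 1.89 peaks per gene. The median peak covered 240 exonic bases (25th percentile 151, 75th percentile 390), and 2840 peaks were split over 2 or more blocks. The median fold enrichment in the authors' list was 6.58 (25th percentile 3.73, 75th percentile 12.0). The count depends most on the threshold, as 11602 peaks had a false discovery rate under 1e-05. On the opposite strand, 1208 peaks shared bases with another listed peak, and 509 shared bases with a peak of another gene on the same strand, so their assignment to a gene is uncertain. The copy of the paper's Supplementary Table S1 read here holds 1691 of its 18400 entries, and each of the 1691 equals the deposited *Wtap* flox/flox entry.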

*Wtap*-BKO mice displayed lower m^6^A levels in iBAT (Fig. 6i). 

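The *Wtap*-BKO list holds 18693 peaks on 9713 genes, 1.02 times as many peaks as the *Wtap* flox/flox list. The *Wtap*-BKO list thinned faster as the threshold was tightened. Under a false discovery rate of 1e-20 there were 4914 *Wtap* flox/flox and 3679 *Wtap*-BKO peaks, and under 1e-50 there were 1963 and 1307. The median *Wtap*-BKO peak covered 210 exonic bases, and its median fold enrichment, a ratio within the *Wtap*-BKO samples, was 4.65 (25th percentile 2.83, 75th percentile 9.41). The 2 lists were called separately, so their fold enrichments share no scale.

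**Figure D1:**
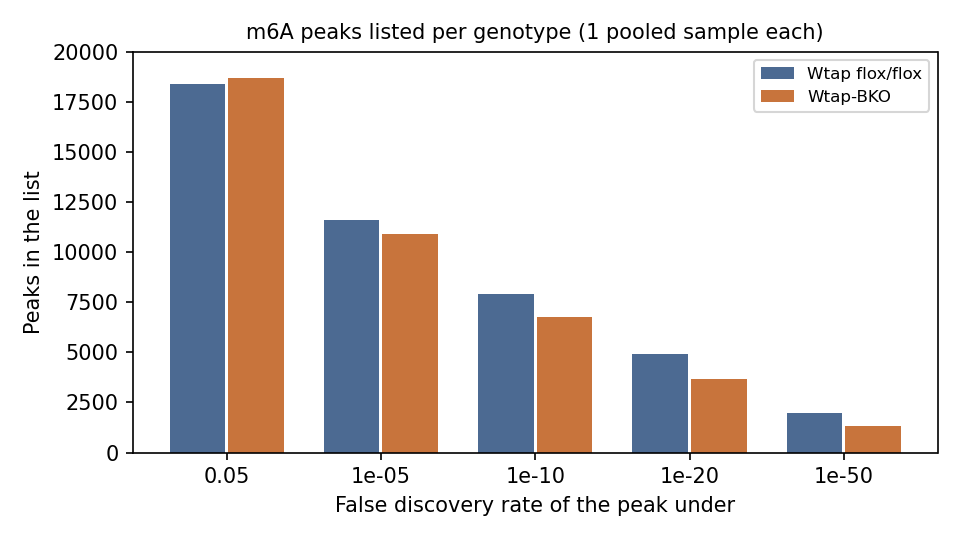
Number of m6A peaks (vertical axis) in the *Wtap* flox/flox and *Wtap*-BKO lists under 5 limits on the false discovery rate (horizontal axis). The *Wtap*-BKO bar is higher under 0.05, with 18693 against 18400 peaks, and lower under 1e-20, with 3679 against 4914.

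Of the *Wtap* flox/flox peaks, 12483 (67.8%, interval 67.2% to 68.5%) were found in the *Wtap*-BKO list, and of the *Wtap*-BKO peaks 12718 (68%, interval 67.4% to 68.7%) were found in the *Wtap* flox/flox list. The intervals overlap. Asking for any peak on the same gene moved these shares most, to 88.2% and 88.9%. Each list was then ranked by its own false discovery rate and divided into 5 equal parts. In the strongest part, 348 of 3680 *Wtap* flox/flox peaks (9.46%, interval 8.55% to 10.4%) had no *Wtap*-BKO peak on them, against 94 of 3738 *Wtap*-BKO peaks (2.51%, interval 2.06% to 3.07%) with no *Wtap* flox/flox peak. In the weakest part these shares were 58.6% and 63.7%. The order in the strongest part reversed when the lists were ranked by fold enrichment, with 27.1% of *Wtap* flox/flox and 35.7% of *Wtap*-BKO peaks not found.

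**Figure D2:**
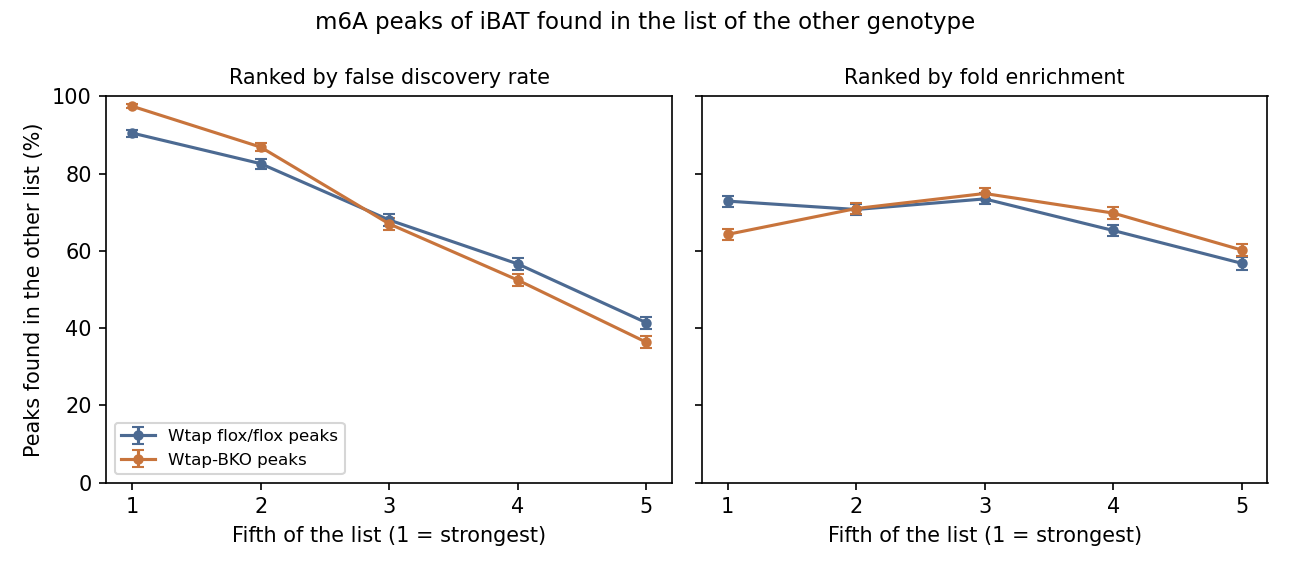
Share of peaks found in the list of the other genotype (vertical axis, percent) for 5 equal parts of each list (horizontal axis, 1 is strongest), ranked by false discovery rate on the left and by fold enrichment on the right. Points are shares and bars are 95% Wilson intervals, and on the left the *Wtap* flox/flox peaks fall from 90.5% to 41.4% and the *Wtap*-BKO peaks from 97.5% to 36.3%.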

There were 4943 transcripts exhibiting decreased m^6^A levels in the iBAT of *Wtap*-BKO mice (Fig. 6i and Supplementary Table S2). 

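Fold changes between the genotypes were not computed here, because the peak lists hold no read counts. By presence of peaks, 8014 genes had peaks in both lists, 1718 in *Wtap* flox/flox only and 1699 in *Wtap*-BKO only. At least 1 *Wtap* flox/flox peak without a *Wtap*-BKO peak on it was found for 4490 genes, and at least 1 *Wtap*-BKO peak without a *Wtap* flox/flox peak on it for 4635 genes. When only peaks with a false discovery rate under 1e-05 were counted, and searched for among all peaks of the other list, these numbers were 2066 and 1511 genes. With limits added after the data were seen they were 1048 and 411 genes under 1e-10, 495 and 83 under 1e-20, and 147 and 17 under 1e-50. The copy of the paper's Supplementary Table S2 read here holds 1997 of 3841 entries, where the paper gives 4943 transcripts.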

GO analysis showed that genes with downregulated m^6^A peaks were associated with metabolic process, cellular protein modification process, mitochondrial gene expression, and brown fat cell differentiation (Fig. 6j). 

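The GO gene sets were not used here, and gene lists written by hand before the peaks were examined stand in for them. A listed gene was counted when at least 1 of its *Wtap* flox/flox peaks had no *Wtap*-BKO peak on it, and the share was compared with 10000 random lists of the same size, matched on the number of *Wtap* flox/flox peaks per gene. For genes of mitochondrial gene expression, such as mitochondrial ribosomal proteins and translation factors, 50 of 96 genes were counted (52.1%, interval 42.2% to 61.8%). The median of the random lists was 39.6%, and 0.630% of them had as high a share. For brown fat cell differentiation, 15 of 36 genes were counted (41.7%, interval 27.1% to 57.8%), and 93.7% of the random lists had as high a share. With the *Wtap* flox/flox peaks restricted to a false discovery rate under 1e-05, the brown fat share was 32.4%, and 61.4% of the random lists were as high. When a gene was counted only if it had no *Wtap*-BKO peak at all, 31 mitochondrial genes and 1 brown fat gene were counted. Of the random lists, 0.21% and 98.5% were then as high. The percentiles describe these 2 pooled samples and are not p-values.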

KEGG analysis showed that genes with downregulated m^6^A peaks were associated with metabolic pathways, insulin signaling pathway, MAPK signaling pathway, AMPK signaling pathway, and protein processing in the endoplasmic reticulum (Supplementary Fig. S6). 

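The KEGG gene sets were replaced by hand-written lists in the same way, and metabolic pathways as a whole were not analysed here. In the insulin list, 35 of 72 genes with a *Wtap* flox/flox peak had at least 1 such peak without a *Wtap*-BKO peak on it (48.6%, interval 37.4% to 59.9%), and 58.9% of the random lists had as high a share. In the MAPK list there were 38 of 93 genes (40.9%, interval 31.4% to 51.0%), with 94.1% of the random lists as high. The AMPK list had 30 of 66 genes (45.5%, interval 34.0% to 57.4%), with 79% as high. For protein processing in the endoplasmic reticulum there were 33 of 85 genes (38.8%, interval 29.2% to 49.5%), with 82.2% as high. Over all genes with a symbol the share was 45.7%. With the *Wtap* flox/flox peaks restricted to a false discovery rate under 1e-05, 5.12% of the random lists were as high as the insulin list. The values were 11.0% for the AMPK list, 15.9% for the endoplasmic reticulum list and 94.0% for the MAPK list. When only genes without any *Wtap*-BKO peak were counted, 96% of the random lists were as high as the insulin list. The values were then 64% for the AMPK, 98% for the endoplasmic reticulum and 72% for the MAPK list.

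**Figure D3:**
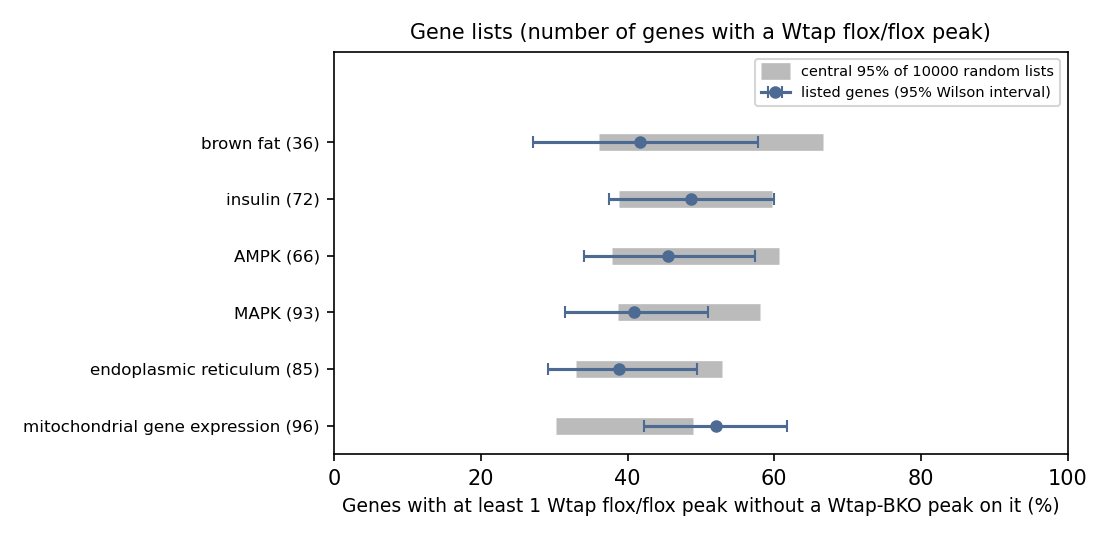
Share of listed genes with at least 1 *Wtap* flox/flox peak that has no *Wtap*-BKO peak on it (horizontal axis, percent) for 6 hand-written gene lists, with the number of genes in parentheses. Points are shares with 95% Wilson intervals, grey bars are the central 95% of 10000 matched random lists, and the mitochondrial gene expression list at 52.1% lies beyond its grey bar, which ends at 49.0%.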

Importantly, genes with downregulated m^6^A peaks included *Prdm16* and *Pparg* (Fig. 6i and Supplementary Table S2), which were also shown in iBAT of *Mettl3*-BKO mice [5]. These data suggest that decreased m^6^A modification in *Prdm16* and *Pparg* transcripts leads to a reduction of PRDM16 and PPARγ, which may further cause the downregulation of BAT-selective genes such as *Ucp1*.

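*Prdm16* (ENSMUSG00000039410, minus strand of chromosome 4 of GRCm38) had 8 peaks in the *Wtap* flox/flox list, covering 1746 exonic bases, and 1 in the *Wtap*-BKO list, covering 1230. The *Wtap*-BKO peak, from 154319451 to 154320680, lay over 3 *Wtap* flox/flox peaks. Its fold enrichment was 17.4, higher than that of 92.7% of the *Wtap*-BKO peaks, and the log10 of its false discovery rate was −15.0. The strongest of the 3 *Wtap* flox/flox peaks beneath it, from 154319451 to 154319931, had a fold enrichment of 11.0, higher than that of 71.6% of the *Wtap* flox/flox peaks, and a log10 false discovery rate of −26.9. The other 5 *Wtap* flox/flox peaks had no *Wtap*-BKO peak on them. They included the peak from 154341288 to 154341617, with a fold enrichment of 30.0 and a log10 false discovery rate of −7.32, and the peak from 154636753 to 154636873, with 6.60 and −5.13. Of these 5 peaks, 2 had a false discovery rate under 1e-05. Another listed gene shared bases with 1 of the 8 *Wtap* flox/flox peaks. *Pparg* (ENSMUSG00000000440, plus strand of chromosome 6) had 1 *Wtap* flox/flox peak in 2 blocks from 115472868 to 115490369, covering 866 exonic bases. Its fold enrichment was 3.98, higher than that of 28.0% of the *Wtap* flox/flox peaks, and its log10 false discovery rate was −204, stronger than 98.4% of them. Within the same blocks the *Wtap*-BKO list had 2 peaks covering 210 and 300 bases. They had fold enrichments of 1.40 and 2.25, higher than 0.915% and 13.7% of the *Wtap*-BKO peaks. Their log10 false discovery rates were −8.02 and −94.9, stronger than 57.5% and 97.3% of the *Wtap*-BKO peaks. A further 2 *Wtap*-BKO peaks lay upstream, from 115360951 to 115361309 and from 115362319 to 115366064, where no *Wtap* flox/flox peak was listed. *Ppargc1a* (ENSMUSG00000029167), which Supplementary Table S2 also lists, had 3 *Wtap* flox/flox peaks and 4 *Wtap*-BKO peaks. Each of the 3 was found in the *Wtap*-BKO list by at least 1 base. The 2 strongest of them, from 51457755 to 51458175 and from 51473636 to 51474055 on the minus strand of chromosome 5, had log10 false discovery rates of −20.6 and −32.6, stronger than 73.8% and 82.9% of the *Wtap* flox/flox peaks. The *Wtap*-BKO peaks on them had −3.11 and −3.06, stronger than 21.3% and 20.8% of the *Wtap*-BKO peaks. The weakest of the 3, from 51457516 to 51457695, went the other way. It had −3.93, stronger than 28.0% of the *Wtap* flox/flox peaks, and the *Wtap*-BKO peak on it had −7.31, stronger than 54.7% of the *Wtap*-BKO peaks. With a false discovery rate under 1e-05 in both lists, neither of the 2 strongest was found in the *Wtap*-BKO list. With at least 50% of the bases shared, 1 of the 3 *Wtap* flox/flox peaks was not found. The paper also found *Prdm16*, *Pparg* and *Ppargc1a* mRNA lower in brown adipocytes of *Wtap*-BKO mice. A scarcer transcript can lose peaks or give weaker ones, so these peaks do not separate a loss of m6A from less transcript. From the genes with downregulated peaks, the paper proposes that decreased m6A in *Prdm16* and *Pparg* transcripts leads to a reduction of PRDM16 and PPARγ, which may further lower BAT-selective genes such as *Ucp1*.

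**Figure D4:**
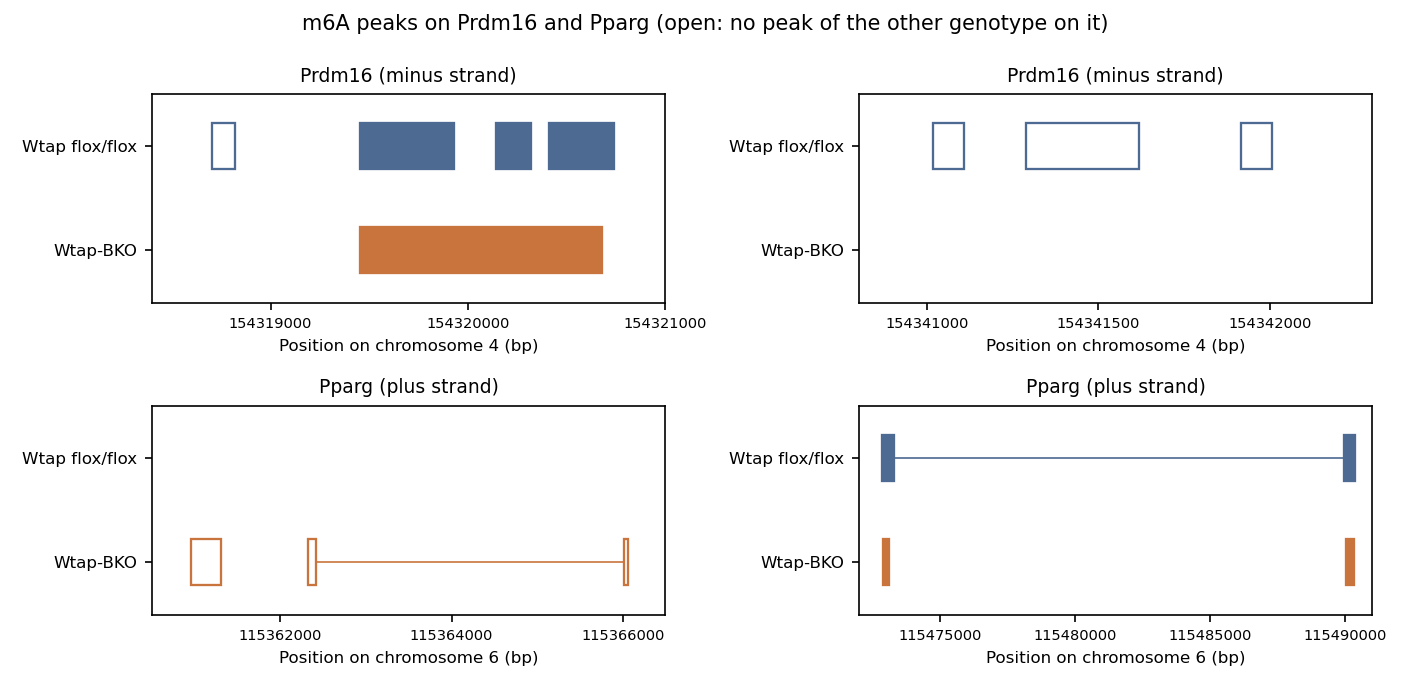
Positions of m6A peaks on *Prdm16* and *Pparg* (horizontal axis, bp on chromosomes 4 and 6 of GRCm38) in the *Wtap* flox/flox (upper) and *Wtap*-BKO (lower) lists, with lines joining the blocks of a spliced peak. Filled blocks have a peak of the other genotype on them and open blocks have none, and the *Wtap* flox/flox *Prdm16* peak starting at 154636753 lies outside the drawn regions.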

### BAT-specific overexpression of *Mettl3* ameliorates the impaired maturation of BAT in *Wtap*-BKO mice

BAT-specific deletion of *Wtap* resulted in impaired maturation of iBAT, which is likely due to the decreased METTL3-mediated m^6^A mRNA modification. To determine whether METTL3 is really involved in this process, we restored METTL3 in *Wtap*-BKO mice by crossing BAT-specific *Mettl3* overexpressing mice with *Wtap*-BKO mice. BAT-specific overexpression of *Mettl3* in *Wtap*-BKO mice rescued the impaired thermogenesis in *Wtap*-BKO mice, as revealed by higher body temperature (Fig. 7a) and higher O_2_ consumption (Fig. 7b and c) and CO_2_ production rates (Fig. 7d and e) during acute cold challenge. More importantly, at room temperature, BAT-specific overexpression of METTL3 in *Wtap*-BKO mice increased O_2_ consumption and CO_2_ production rates compared with *Wtap*-BKO (Fig. 7f–i), indicating that BAT-specific overexpression of *Mettl3* in *Wtap*-BKO mice rescued the impaired energy expenditure and thermogenesis in *Wtap*-BKO mice. BAT-specific overexpression of *Mettl3* in *Wtap*-BKO mice did not change the food intake but partially rescued the increased physical activity in *Wtap*-BKO mice at the light cycle (Supplementary Fig. S7a and b). BAT-specific overexpression of *Mettl3* in *Wtap*-BKO mice partially rescued the impaired development of iBAT in *Wtap*-BKO mice, as revealed by less whitening of iBAT (Fig. 7j), less steatotic hypertrophy (Supplementary Fig. S7c), and higher expression of PRDM16, PPARγ, and UCP1 (Fig. 7k and l). These data indicate that WTAP regulates postnatal development of BAT at least partially depending on METTL3.

**Figure 7:**
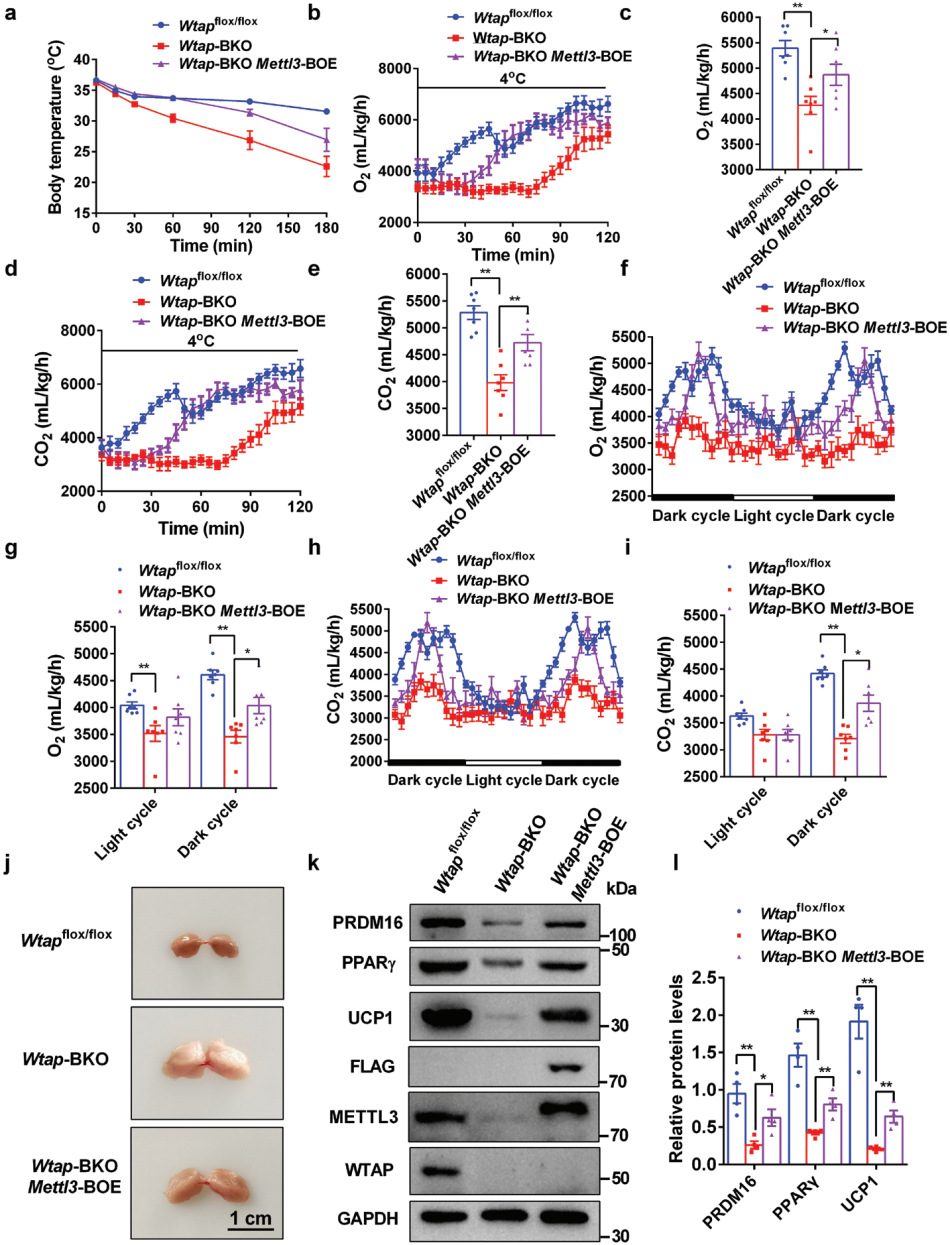
BAT-specific overexpression of *Mettl3* ameliorates the impaired maturation of BAT in *Wtap*-BKO mice. *STOP*-*Mettl3* transgenic mice were crossed with *Wtap*-BKO mice to generate *Wtap*-BKO/*Mettl3*-BOE mice. (a) The rectal temperature of 10-week-old *Wtap*^flox/flox^, *Wtap*-BKO, and *Wtap*-BKO/*Mettl3*-BOE mice during acute cold exposure (4°C) (*n* = 7). (b–e) The O_2_ consumption and CO_2_ production rates in 10-week-old *Wtap*^flox/flox^, *Wtap*-BKO, and *Wtap*-BKO/*Mettl3*-BOE mice during acute cold exposure (4°C) (*n* = 7). (f–i) The O_2_ consumption and CO_2_ production rates in 10-week-old *Wtap*^flox/flox^, *Wtap*-BKO, and *Wtap*-BKO/*Mettl3*-BOE mice at room temperature (*n* = 7). (j) Representative images of iBATs in *Wtap*^flox/flox^, *Wtap*-BKO, and *Wtap*-BKO/*Mettl3*-BOE mice at the age of 12 weeks. (k and l) PRDM16, PPARγ, UCP1, WTAP, Flag, METTL3, and GAPDH protein levels in iBATs of 12-week-old *Wtap*^flox/flox^, *Wtap*-BKO, and *Wtap*-BKO/*Mettl3*-BOE mice were determined by immunoblotting (*n* = 4) (k). Quantifications of the protein levels were from four independent mice per genotype (l). *P < 0.05. **P < 0.01. Data represent the mean ± SEM. *n* was the number of biologically independent mice.

## Discussion

Brown adipocyte maturation during postnatal development is essential for BAT to maintain energy homeostasis in rodents. However, the molecular mechanisms that determine the maturation of BAT during postnatal development are not fully understood. We recently demonstrated that METTL3-mediated m^6^A mRNA modification is essential for BAT development and energy expenditure [5]. In this study, we demonstrated that WTAP, an iBAT-enriched METTL3-binding protein, controls the postnatal development of iBAT and thermogenesis by regulating METTL3-mediated m^6^A mRNA modification.

WTAP shows a similar expression pattern and function in iBAT with METTL3. WTAP is also selectively expressed in iBAT and associated with the postnatal development of iBAT. Deletion of *Wtap* leads to dramatically impaired brown adipocyte differentiation by suppressing brown fat-related genes both *in vivo* and *in vitro*. *Wtap*-BKO mice display impaired postnatal development of iBAT and thermogenesis. iBAT in *Wtap*-BKO mice displays whitening at a very early age. Adult *Wtap*-BKO mice show reduced energy expenditure and CL 316,243-induced browning of WAT. All of these phenotypes in *Wtap*-BKO mice are due to the decreased expression of BAT-selective genes such as *Prdm16*, *Pparg*, *Pgc1a*, and *Ucp1* in the iBAT. Impaired maturation of brown adipocytes in *Wtap*-BKO mice leads to the dynamic changes of cell heterogeneity in iBAT. Macrophages and T/B lymphocytes are significantly increased in the iBAT of *Wtap*-BKO mice. *Prdm16*, *Pparg*, and *Ppargc1α* mRNA levels are significantly decreased in brown adipocytes, whereas fibrosis-related genes, such as *Col1a1* and *Col3a1*, are dramatically upregulated in fibroblasts and other cell types. Immatured brown adipocytes may secrete adipokines, which may recruit macrophages and T/B lymphocytes into iBAT. Inflammation and fibrosis may further lead to the impaired thermogenesis in *Wtap*-BKO mice. Interestingly, aging or BAT-specific deletion of *Prdm16* causes fibrosis, which leads to the decreased beige adipogenesis [30]. Therefore, downregulation of *Prdm16* is one of the molecular mechanisms in *Wtap*-BKO mice. However, BAT-specific *Prdm16* knockout mice show normal postnatal development of iBAT at a young age [4], whereas *Wtap*-BKO mice display severely impaired postnatal development of iBAT, which suggests that WTAP in iBAT has certain actions that probably do not occur solely through regulation of *Prdm16* expression.

Similar to the results observed in *Mettl3*-BKO mice, PPARγ and UCP1 protein levels are also significantly downregulated in *Wtap*-BKO mice, indicating that WTAP may regulate postnatal development of iBAT through modulation of METTL3. BAT-specific deletion of *Wtap* reduces METTL3 protein levels but not affect its mRNA levels. WTAP interacts with METTL3 and regulates its protein stability. Deletion of *Wtap* increases proteasome-mediated degradation of METTL3. BAT-specific deletion of *Wtap* decreases m^6^A modification in lots of transcripts, many of which are consistent with those in the iBAT of *Mettl3*-BKO mice. For example, the m^6^A modifications in *Prdm16* and *Pparg* transcripts are both decreased in the iBAT of *Wtap*-BKO and *Mettl3*-BKO mice. YTHDF2, one of the m^6^A reader proteins, likely recognizes these m^6^A modifications and regulates the expression of *Prdm16* and *Pparg* [5]. 

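*Ucp1* (ENSMUSG00000031710) lies on the plus strand of chromosome 8 of GRCm38. The *Wtap* flox/flox list has 1 peak on it, from 83297976 to 83298155, with a fold enrichment of 1.60, higher than that of 1.34% of the *Wtap* flox/flox peaks, and a log10 false discovery rate of −33.7. The *Wtap*-BKO list has a peak from 83297947 to 83298125 that shares 150 bases with it. Its fold enrichment was 1.49, higher than that of 1.64% of the *Wtap*-BKO peaks, and its log10 false discovery rate was −16.7. A second *Wtap*-BKO peak, from 83298214 to 83298452, had a fold enrichment of 2.78 and no *Wtap* flox/flox peak on it. It ended 4 bp from the 3ʹ end of the gene. *Wtap*-BKO mice carry *Ucp1*-iCre, whose Cre cassette sits next to the 3ʹ-UTR of *Ucp1*, and the controls do not. Whether the altered transcript bears on this peak was not tested. *Ucp1* is not among the 1997 entries of Supplementary Table S2 read here, which are sorted by gene identifier and reach past that of *Ucp1*.

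**Figure D5:**
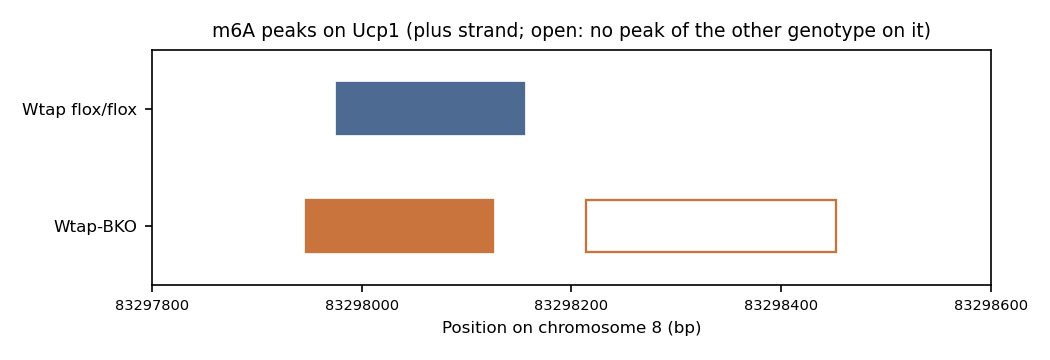
Positions of m6A peaks on *Ucp1* (horizontal axis, bp on chromosome 8 of GRCm38) in the *Wtap* flox/flox (upper) and *Wtap*-BKO (lower) lists. The filled peaks of the 2 genotypes overlap by 150 bases, and the open *Wtap*-BKO peak from 83298214 to 83298452 has no *Wtap* flox/flox peak on it.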

The m^6^A modification of *Ucp1* transcript does not change in the iBAT of *Wtap*-BKO mice, indicating that the downregulation of *Ucp1* is likely due to the downregulation of *Prdm16* and *Pparg*, but less likely due to its m^6^A modification. BAT-specific overexpression of METTL3 partially rescues the downregulation of PRDM16, PPARγ, and UCP1, which further rescues the impaired thermogenesis and energy expenditure in *Wtap*-BKO mice. These results indicate that WTAP regulates the postnatal development of iBAT and thermogenesis at least partially through METTL3. We notice that BAT-specific overexpression of METTL3 does not fully rescue the phenotypes observed in *Wtap*-BKO mice, indicating that other molecular mechanisms may also contribute to WTAP function in BAT. Recently, it has been shown that WTAP and METTL3 can also bind to gene promoters and regulate chromatin accessibility [14, 22]. It is necessary to check whether WTAP and METTL3 can directly regulate gene transcription in iBAT in the future.

To our surprise, normal food intake, reduced energy expenditure, and impaired browning of WAT do not promote HFD-induced obesity in *Wtap*-BKO mice, which is likely due to the increased physical activity. BAT-specific deletion of *Wtap* increases physical activity during the daytime, whereas BAT-specific overexpression of METTL3 partially rescues this phenotype. However, BAT-specific deletion of *Mettl3* does not change physical activity [5]. These results indicate that WTAP in BAT regulates physical activity independent of METTL3. Although the Cre recombinase in *Ucp1*-Cre transgenic mice can be detected in the brain [24], the *Ucp1*-iCre mice we used do not show Cre expression in the brain. Consistently, *Ucp1*-iCre mediated deletion of *Wtap* is specific in the iBAT but not brain. These results rule out the possibility that nonspecific deletion of *Wtap* in brain or hypothalamus leads to the increased physical activity in *Wtap*-BKO mice. Instead, *Wtap*-BKO mice show increased running time likely due to the increased skeletal muscle function. It is possible that BAT-specific deletion of *Wtap* changes the expression and secretion of certain adipokines that may further target skeletal muscle or brain and then regulate physical activity. This hypothesis needs further investigation.

WTAP and METTL3 as m^6^A writer proteins promote postnatal development of iBAT, thermogenesis, and browning of white adipocytes. Fat mass and obesity-associated protein (FTO) as an m^6^A eraser protein plays an opposite role in the browning of white adipocytes and energy expenditure. FTO deficiency has been shown to promote the browning of white adipocytes by inducing UCP1 expression in white adipocyte [31, 32]. Some m^6^A reader proteins, such as YTHDF1-3 and YTHDC1-2, may regulate the postnatal development of iBAT, thermogenesis, and browning of white adipocytes [5, 32], which needs further study.

In conclusion, we have shown that WTAP is an essential regulator of the postnatal development of iBAT and thermogenesis. BAT-specific deletion of *Wtap* severely impairs maturation of BAT by decreasing the expression of BAT-selective genes. WTAP deficiency decreases m^6^A mRNA modification by reducing the protein stability of METTL3. BAT-specific overexpression of *Mettl3* partially rescues the phenotypes in BAT of *Wtap*-BKO mice. These data demonstrate that WTAP plays an essential role in iBAT postnatal development and thermogenesis by stabilizing METTL3.

## Methods

### Animal experiments

Mice were housed on a 12-h light/12-h dark cycle and fed a normal chow with free access to water. For diet-induced obesity studies, mice were fed with an HFD (PD6001, 60% fat, Changzhou SYSE Bio-Tec. Co., Ltd.). *Wtap*^flox/flox^ mice, in which the exon 4 of *Wtap* gene was flanked by two loxp sites, were generated by using CRISPR-Cas9 technique (Supplementary Fig. S1a). *Ucp1*-iCre mice, in which IRES-Cre was inserted between exon 6 and the 3ʹ-UTR to allow *Ucp1* and iCRE expression at the same time with lower levels, have been shown previously [5, 25]. *Wtap*-BKO mice were generated by crossing *Wtap*^flox/flox^ mice with *Ucp1*-iCre mice. The chemicals, reagents, and antibodies used in this paper were listed in the Supplementary Table S3.

### Global m^6^A measurement

Global m^6^A levels in total RNA were quantified by the EpiQuik m^6^A RNA Methylation Quantification Kit (P-9005, Epigentek) following manufacturers’ specifications and using 200 ng input.

### Food intake, physical activity, and energy expenditure measurement

For metabolic studies, mice were housed individually in metabolic cages (Promethion, Sable Systems, LasVegas, NV), and had free access to food and water. O_2_ consumption and CO_2_ production rates were monitored for 72 h. Food intake and physical activity were measured simultaneously with metabolic measurements.

### Glucose tolerance test and insulin tolerance test

For the glucose tolerance test experiment, mice fasted for 6 h were injected intraperitoneally with D-glucose (1 g/kg). For the insulin tolerance test experiment, mice fasted for 6 h were injected intraperitoneally with human insulin (Lily) (1 U/kg). Blood glucose levels were measured from the tail vein at indicated time using a glucometer as described previously [33].

### *In vivo* insulin stimulation assay

Twenty-one-week-old HFD-fed *Wtap*^flox/flox^ and *Wtap*-BKO mice were fasted for 20–24 h, anesthetized, and administrated insulin (2 U/kg body weight) via inferior vena for 5 min. Livers were isolated and homogenized in a lysis buffer (50 mmol/L Tris HCl, pH 7.5, 1.0% NP-40, 150 mmol/L NaCl, 2 mmol/L EGTA, 1 mmol/L Na_3_VO_4_, 100 mmol/L NaF, 10 mmol/L Na_4_P_2_O_7_, 1 mmol/L phenylmethylsulfonyl fluoride (PMSF), 10 mg/mL aprotinin, and 10 mg/mL leupeptin). Liver extracts were immunoblotted with antibodies against phospho-AKT (pSer473) and AKT. The detailed information for antibodies is listed in Supplementary Table S3.

### Cold-stress experiment

For cold exposure experiment, an individual mouse was placed in a single cage in a cold room (4°C) with free access to water. The core body temperature was monitored using a rectal probe (7001HT, Phyritemp) at each time point.

### Chronic CL 316,243 treatment

Chronic CL 316,243 treatment was followed a published method [5]. Briefly, *Wtap*^flox/flox^ and *Wtap*-BKO mice were injected with CL 316,243 at 1 mg/kg body weight or an equal volume of saline daily for 4 days. Mice were sacrificed on day 5 without additional injection.

### Immunoblotting

Cells or tissues were homogenized in an L-RIPA lysis buffer. Protein was separated by SDS-PAGE, immunoblotted with the indicated antibodies, and visualized using the ECL. The information for antibodies is listed in Supplementary Table S3.

### Quantitative real-time PCR (qPCR)

Total RNA isolation and RT-qPCR were performed as shown before [33, 34]. RNA abundance was measured using Absolute qRT-PCR SYBR Mix (Roche, Mannheim, Germany) and Roche LightCycler 480 RT PCR system (Roche, Mannheim, Germany). The expression of individual gene was normalized to the expression of 36B4, a housekeeping gene. Primers for real-time qRT-PCR were listed below: *Mettl3*-F: CTTGCCATCTCTACGCCAGA, *Mettl3*-R: TCATGGCAGACAGCTTGGAG; *Wtap*-F: CTTCCGCGGACTGTCTCC, *Wtap*-R: GGTCATCTTGCACCCCGAG; 36B4-F: AAGCGCGTCCTGGCATTGTCT, 36B4-R: CCGCAGGGGCAGCAGTGGT.

### Primary brown adipocyte culture and adenovirus infection

Isolation of brown fat SVF and differentiation of primary brown preadipocytes were performed as described previously [5, 35, 36]. In brief, the interscapular brown fat pad was dissected from 4- to 6-week-old *Wtap*^flox/flox^ mice, minced, and then digested for 20–30 min at 37°C in PBS containing 10 mmol/L CaCl_2_, 1.5 mg/mL Collagenase type II, and 1.4 U/mL Dispase II. Digested tissues were filtered through a 40 μm cell strainer to remove large pieces and then centrifuged for 10 min at 1000 g to pellet the SVF cells. SVF cells were resuspended in a complete culture medium (DMEM with 10% FBS and Pen/Strep) and then plated on collagen-coated 24-well plates. For preadipocyte differentiation, cells grown to 100% confluence (Day 0) were exposed to induction in DMEM containing 2 μg/mL dexamethasone, 1 μmol/L insulin, 0.5 mmol/L isobutylmethylxanthine, 1 μmol/L rosiglitazone, 1 nmol/L T3, 62.5 μmol/L indomethacin, and 10% FBS. Three days after induction (from Day 3), cells were maintained in media containing 1 μmol/L insulin, 1 nmol/L T3, and 10% FBS until ready for harvest (generally day 6–7 after differentiation). All chemicals for cell culture were obtained from Sigma-Aldrich. For adenoviral infection of primary SVF cells, 100% confluent cells were infected with Cyclization Recombination Enzyme (Cre)- or βGal-expressing adenovirus in a growth medium overnight. For western blot analysis and Oil red O staining, the infected cells were switched to an induction medium for 72 h to induce adipogenic differentiation and then maintained in a differentiation medium for 4 days. Cells were then used for western blot analysis and Oil red O staining. For protein stability assay, the infected cells were switched to an induction medium for 24 h to induce adipogenic differentiation and then were treated with cycloheximide (CHX, 50 ng/mL) for indicated periods. Cells were then harvested for immunoblotting analysis of METTL3 and GAPDH protein levels. The relative METTL3 protein levels were represented as the percentage of the band densities at 0 h.

### *Ex vivo* experiments

The iBAT was dissected from 4- to 6-week-old *Wtap*^flox/flox^ and *Wtap*-BKO mice and cut into 10 mg pieces. Pieces of iBAT were randomly divided into two groups. One group was treated with or without MG132 (100 μmol/L) and the other group was treated with or without leupetin (100 μmol/L) at 37°C for 6 h. METTL3 and GAPDH protein levels were measured by immunoblotting.

### Exercise capacity measurement

*Wtap*^flox/flox^ and *Wtap*-BKO mice at the age of 8 weeks were trained once a day for 3 days on a treadmill (ZH-PT, ANHUI ZHENGHUA BIOLOGIC APPARTUS FACILITIES CO., LTD) at 10 m/min for 30 min. For exercise capacity measurement, the treadmill was set up an initial speed of 10 m/min for 30 min, the speed was increased by 2 m/min every 20 min until the mice were exhausted (mice spent more than 5 s on the electric shocker without resuming running).

### RNA-seq, m^6^ARIP-seq, and snRNA-seq

RNA-seq was performed as described previously [5, 34]. Briefly, total RNA was extracted using Tripure Isolation Reagent (Roche, Mannheim, Germany) from iBAT of *Wtap*^flox/flox^ and *Wtap*-BKO mice at the age of 8 weeks old (*n* = 3 for each group). RNA-seq was performed by using Illumina NovaSeq 6000 platform. About 150 bp paired-end clean reads were aligned to the mouse reference genome (Ensemble_GRCm38.p6) with Hisat2 (version 2.0.5), and the aligned reads were used to quantify mRNA expression by using featureCounts (version 1.5.0-p3). Differential expression analysis of two groups (three biological replicates per group) was performed using the DESeq2 R package (1.16.1). DESeq2 provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting *P* values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *P*-value <0.05 found by DESeq2 were assigned as differentially expressed. GO enrichment analysis of differentially expressed genes was implemented by the clusterProfiler R package, in which gene length bias was corrected. GO terms with corrected *P* value less than 0.05 were considered significantly enriched by differential expressed genes.

m^6^ARIP-seq was performed as described previously with modifications [37]. Briefly, total RNA was extracted using Tripure Isolation Reagent (Roche, Mannheim, Germany) from iBAT of *Wtap*^flox/flox^ and *Wtap*-BKO mice at the age of 8 weeks old. Each sample (300 μg total RNA) was pooled from 8 mice for each group. Poly(A)^+^ RNA was purified using Dynabeads™ mRNA Purification Kit (Invitrogen) following the manufacturer’s instructions. Chemically fragmented poly(A)^+^ RNA was incubated with m^6^A antibody (202003, Synaptic System) for immunoprecipitation following the standard protocol of Magna MeRIP^TM^ m^6^A Kit (17-10499, MERCK). Enrichment of m^6^A mRNA was then analyzed by high-throughput sequencing using Illumina NovaSeq 6000 platform. The m^6^A peaks were detected by MACS2, and the motif search was detected by HOMER as shown before [38].

Single nucleus RNA-seq was performed following published methods [39–41]. iBAT tissues were harvested from *Wtap*^flox/flox^ and *Wtap*-BKO mice at the age of 8 weeks quickly, frozen in liquid nitrogen, and stored at −80°C until use. Nuclei were isolated from frozen iBAT samples for 10× snRNA-seq. Each sample was pooled from 4 mice for each group. All sample handing steps were performed on ice. Frozen iBAT tissues were dounced in 3 mL of lysis buffer (10 mmol/L Tris (pH 7.4), 10 mmol/L NaCl, 3 mmol/L MgCl_2_, 0.05% (v/v) NP-40 detergent, and 1 U/μL RNase inhibitor). The samples were incubated in a total of 5 mL of lysis buffer for 5 min. The samples were passed through a 30-μm cell strainer and then spun for 5 min at 500 × g. The nuclei were resuspended in 5 mL wash buffer (10 mmol/L Tris (pH7.4), 10 mmol/L NaCl, 3 mmol/L MgCl_2_, 1% BSA, 1 mmol/L DTT, and 1 U/μL RNase inhibitor) by pipetting up and down 8 times and washed for 3 times. The nuclei were resuspended in 1 mL wash buffer, mixed with 25% Optiprep, layered on a 29% Optiprep cushion, and spun for 30 min at 10,000 × g. Nuclei were resuspended in wash buffer and washed 3 times. An aliquot of nuclei from each sample was stained with AO/PI, and counted in a hemocytometer. The nuclei were resuspended in Nuclei Resuspension Buffer (Nuclei buffer (10× Genomics, 20×) 1×, 1mmol/L DTT, and 1 U/μL RNase inhibitor) to achieve a concentration of ~1 × 10^6^ nuclei per mL. The nuclei were then immediately loaded on the 10x Chromium controller (10× Genomics) according to the manufacturer’s protocol. Briefly, the nuclei suspension was loaded into Chromium microfluidic chips with 30 v3.1 chemistry and barcoded with a 10× Chromium Controller (10× Genomics). RNA from the barcoded cells was subsequently reverse-transcribed, and sequencing libraries were constructed with reagents from a Chromium Single Cell 30 v3.1 reagent kit (10× Genomics) according to the manufacturer’s instructions. Sequencing was performed with Illumina NovaSeq 6000 according to the manufacturer’s instructions (Illumina). Analyses were conducted using the Seurat program (Seurat v4.0). For quality control, we removed cells for which fewer than 500 UMIs. Simultaneous data normalization/scaling and variable feature detection were performed using “LogNormalize”. Cells were integrated by canonical correlation analysis. Cells were clustered via Seurat’s shared nearest neighbor clustering algorithm (“FindNeighbors” and “FindClusters”) using the top 20 PCs and a resolution of 0.5. The top eight most variable PCs were used for subsequent clustering. The clustering was visualized using t-Distributed Stochastic Neighbor Embedding (tSNE). Cluster markers were obtained with the Seurat function “FindAllMarkers” using default settings.

### Tissue metabolite extraction

A tissue sample was homogenized at −20°C for 30 min. Methanol:water (*v:v*, 80:20) was prechilled at −80°C overnight, and 3 mL was added to the tissue sample homogenate. The homogenate was then incubated at −80°C for 30 min and decanted to a 15 mL centrifuge tube. The supernatant was then collected in another 15 mL centrifuge tube after a 4000 × g, 10 min centrifuge at 4°C. The 80% methanol extracted metabolites were then dried using a SpeedVac (LABCONCO Refrigerated CentriVap Concentrator) and stored at −80°C before mass spectrometry analysis.

### Targeted metabolomic analysis

The metabolomic approach was adopted from a published method [42]. In general, samples were resuspended in 50 μL of water:acetonitrile (*v:v*, 50:50), and 5 μL was injected into a 6500QTRAP mass spectrometer (SCIEX) coupled to an HPLC system (Shimadzu). Metabolites were eluted via hydrophilic interaction chromatography (HILIC) using a 4.6 mm i.d. × 10 cm AmideXBridge column (Waters) with a flow rate of 400 μL/min using buffer A (20 mmol/L ammonium hydroxide/20 mmol/L ammonium acetate (pH 9.2) at a 95:5 ratio with water:acetonitrile) and buffer B (acetonitrile). Gradients were run from 85% buffer B to 42% buffer B at 0–5 min, from 42% buffer B to 0% buffer B at 5–16 min, 0% buffer B was held from 16–24 min, from 0% buffer B to 85% buffer B at 24–25 min, and 85% buffer B was held for another 7 min. All ions were acquired by selected reaction monitoring transitions in a positive and negative mode switching fashion. Electrospray ionization (ESI) voltage was +4900 and −4500 V in positive or negative mode, respectively.

### Statistical analysis

Data were presented as means ± SEM. Differences between groups were analyzed by Student’s *t* tests. *P* < 0.05 was considered statistically significant, *P < 0.05. **P < 0.01.

## Supplementary Material

loac028_suppl_Supplementary_Material

loac028_suppl_Supplementary_Table_S1

loac028_suppl_Supplementary_Table_S2

## Data Availability

The data supporting the findings are available within the article and Supplementary Information. RNA-seq data files have been deposited into Gene Expression Omnibusdatabase with accession number GSE202510. m6ARIP-seq data that support the findings of this study have been deposited in GEO under accession code GSE202668. snRNA-seq data that support the findings of this study have been deposited in GEO under accession code GSE202630.

# Supplementary material for: WTAP regulates postnatal development of brown adipose tissue by stabilizing METTL3 in mice
**Source:** Life Metab. 2022 Oct 10;1(3):270–84. doi: 10.1093/lifemeta/loac028
**Supplement:** loac028_suppl_Supplementary_Material

## **Supplementary Information**

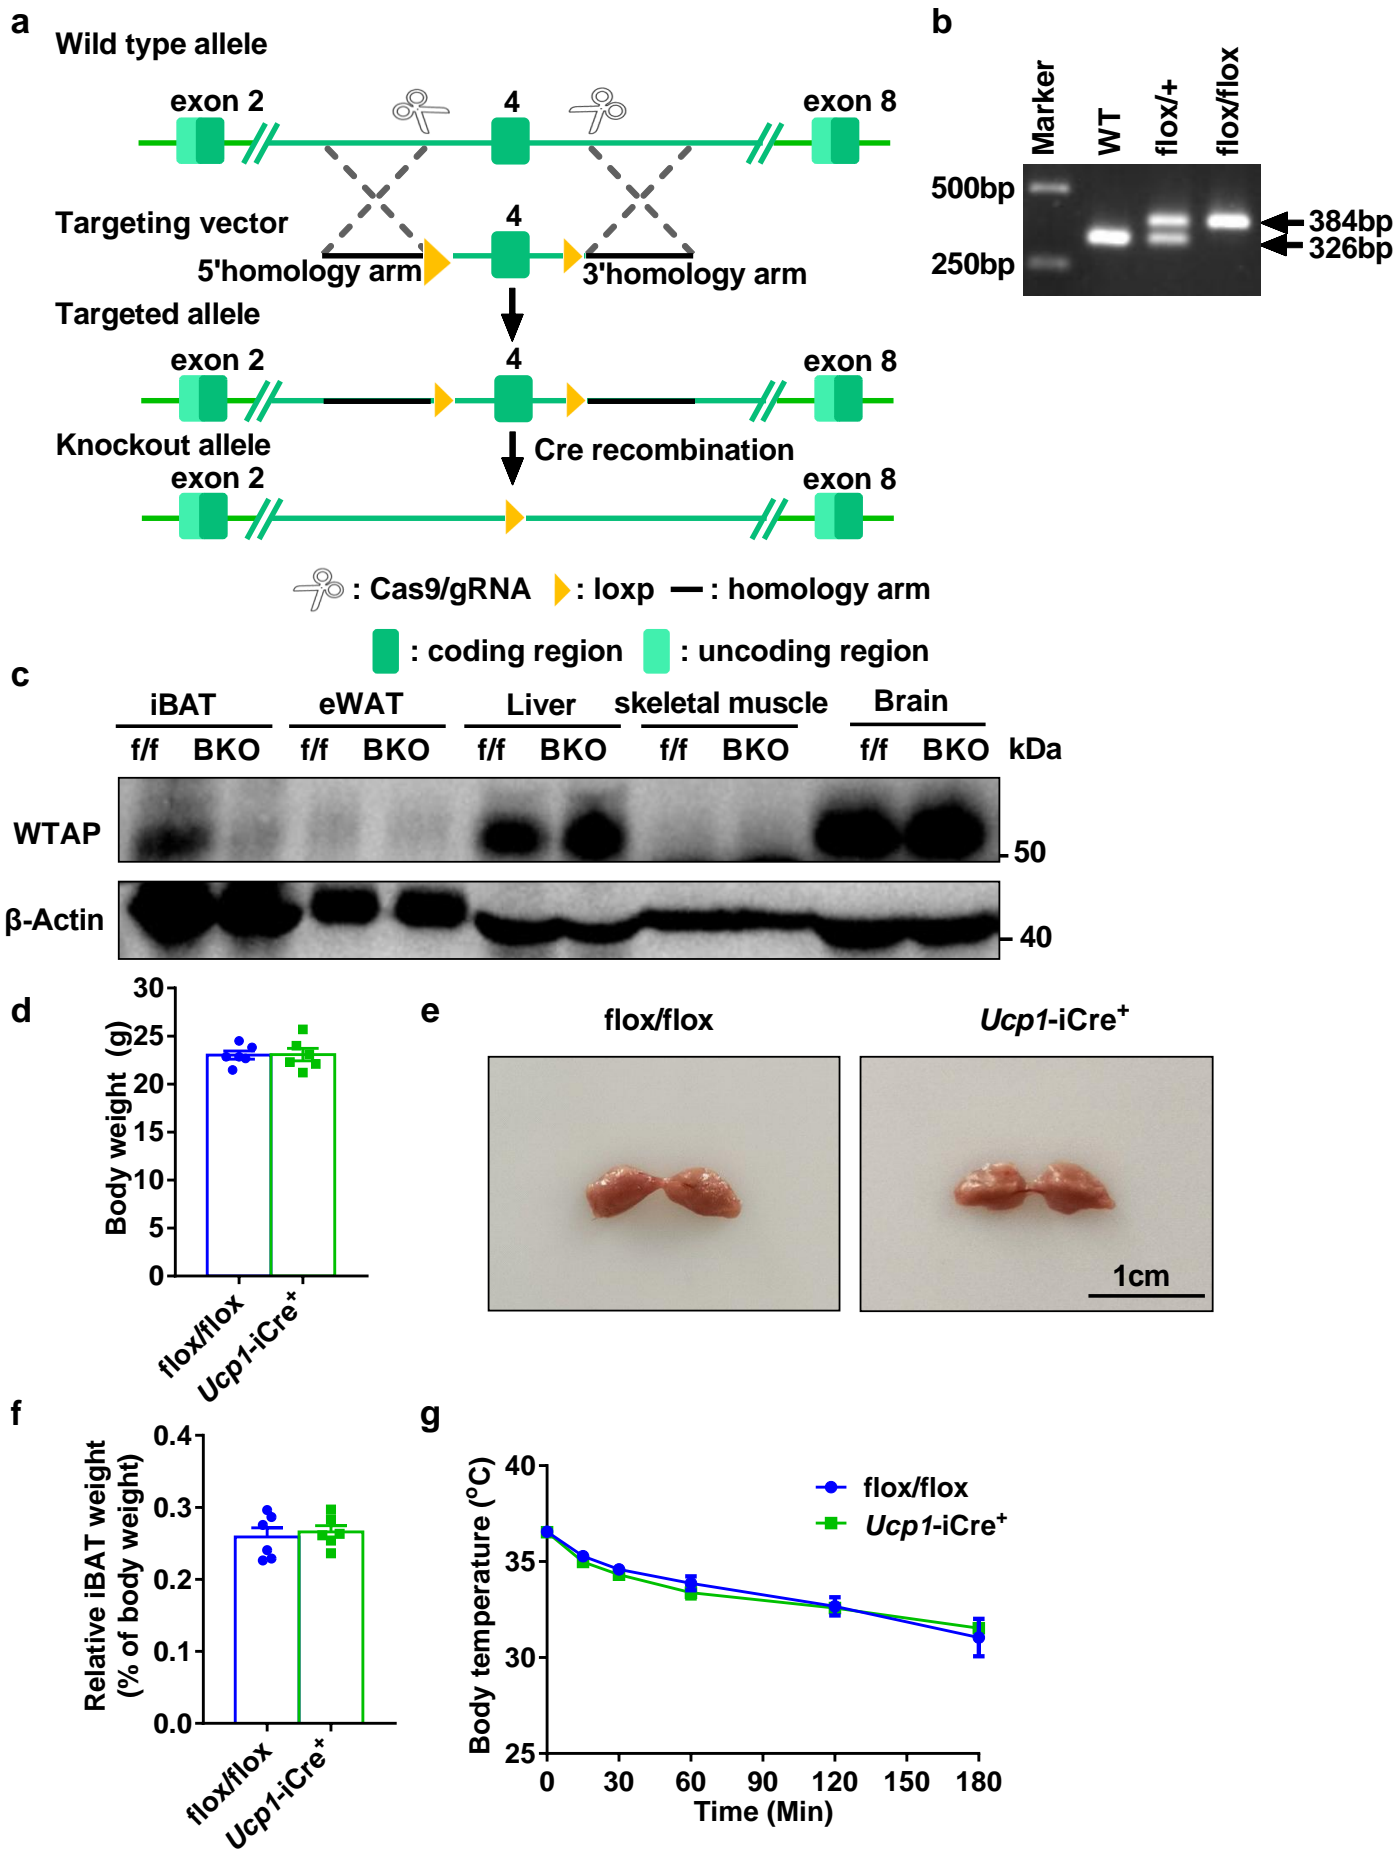

**Supplementary Figure 1. Generation of *Wtap*<sup>flox/flox</sup> and *Wtap*-BKO mice.**

- (a) Generation of *Wtap*<sup>flox/flox</sup> mice. *Wtap* alleles and targeting construct were shown. Top: wildtype *Wtap* wt allele (exons indicated as solid green rectangles). Middle: targeting vector containing two loxP sites (yellow triangles). Insertion of the targeting vector by CRISPR/Cas9 technique yielded the *Wtap* lox allele.
- (b) Genotyping of WT, *Wtap*<sup>flox/-</sup> and *Wtap*<sup>flox/flox</sup> mice.
- (c) WTAP and  $\beta$ -Actin protein levels in iBAT, eWAT, liver, skeletal muscle and brain of 8-week-old *Wtap*<sup>flox/flox</sup> and *Wtap*-BKO mice were measured by immunoblotting.
- (d) The body weight of 8-week-old *Wtap*<sup>flox/flox</sup> and *Ucp1*-iCre mice (n=6).
- (e, f) Gross appearance and relative weight of iBATs in *Wtap*<sup>flox/flox</sup> and *Ucp1*-iCre mice at 8-week old (n=6).
- (g) The rectal temperature of 8-week-old *Wtap*<sup>flox/flox</sup> and *Ucp1*-iCre mice during acute cold exposure (4°C) (n=6).

Data represent the mean  $\pm$  SEM. n was the number of biologically independent mice.

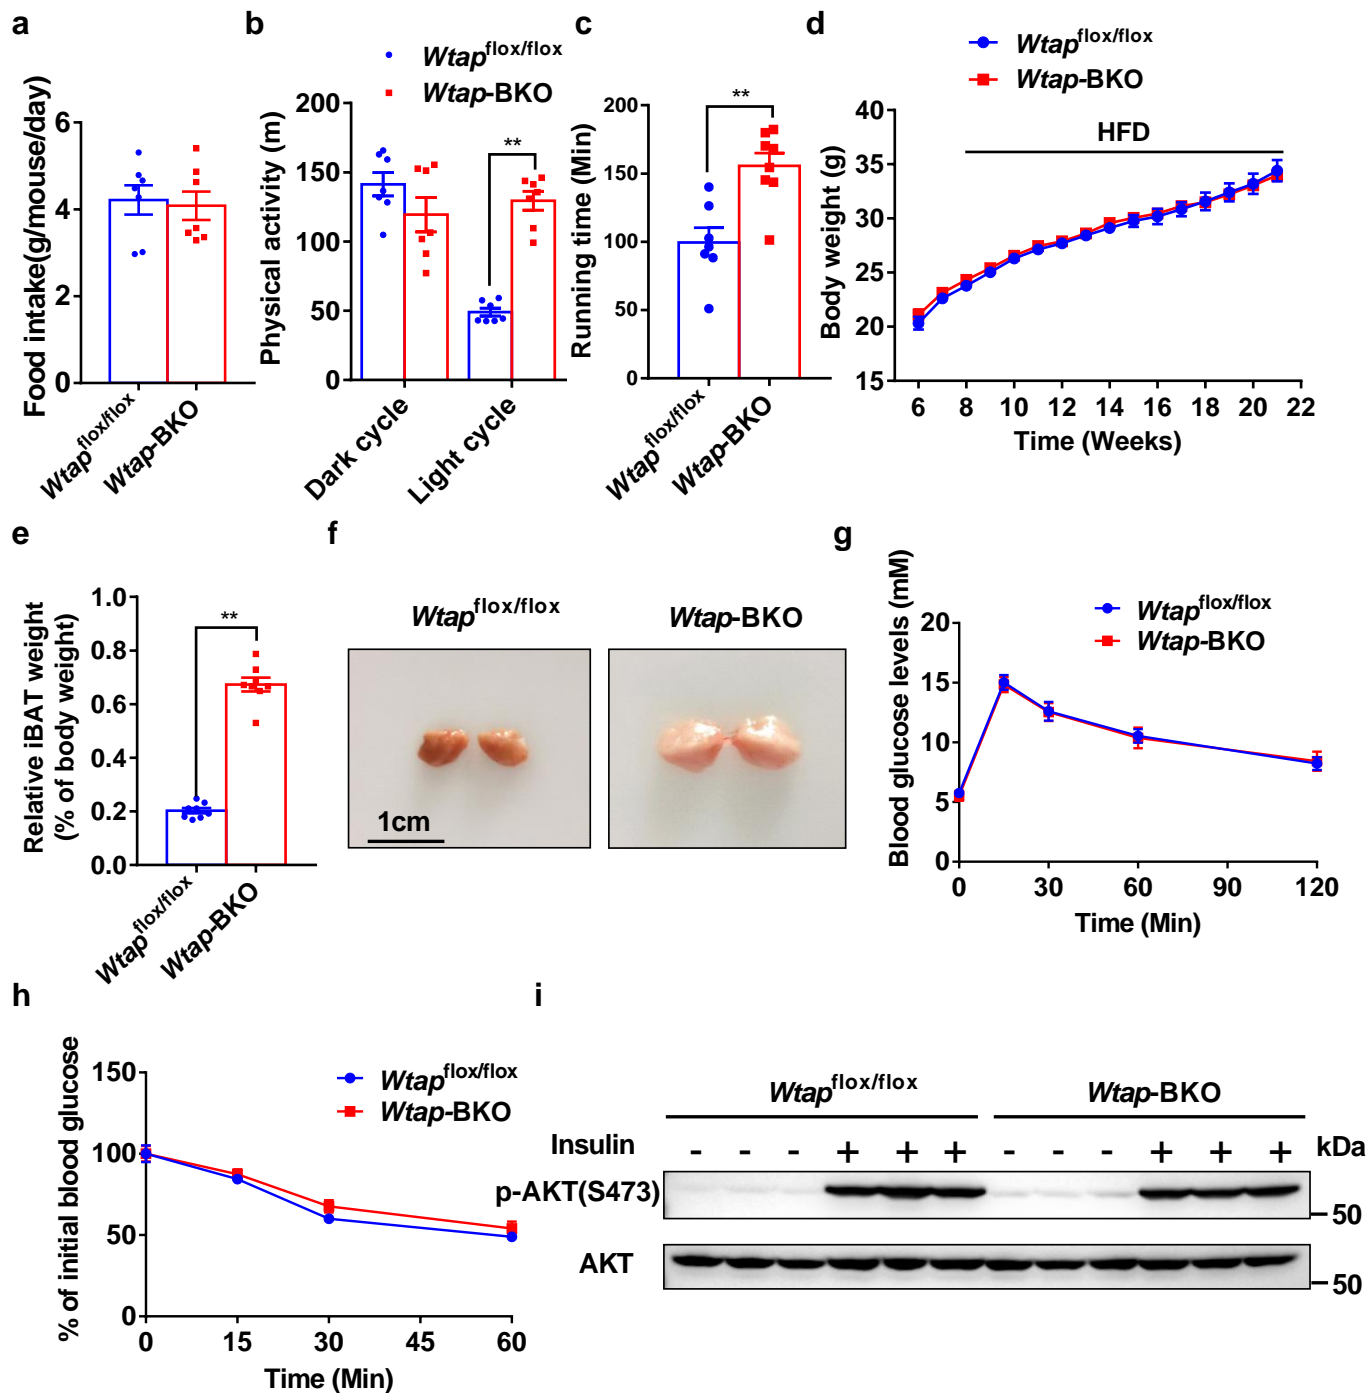

**Supplementary Figure 2. BAT-specific knockout of *Wtap* increases physical activity during light time and does not promote HFD-induced obesity.**

(a, b) The food intake and physical activity of 10-week-old *Wtap<sup>flox/flox</sup>* and *Wtap-BKO* mice (n=7).

(c) Running time of *Wtap<sup>flox/flox</sup>* and *Wtap-BKO* mice in a treadmill experiment (n = 7-8).

(d) The growth curve of *Wtap<sup>flox/flox</sup>* and *Wtap-BKO* mice fed HFD (n = 11).

(e-f) The relative iBAT weight and representative images of iBAT in 21-week-old HFD-fed *Wtap*<sup>flox/flox</sup> and *Wtap*-BKO mice (n=8).

(g, h) GTTs and ITTs of 21-week-old HFD-fed mice (n = 11).

(i) p-AKT(S473) and AKT protein levels of 21-week-old HFD-fed mice (n=3).

\*\*, p< 0.01. Data represent the mean  $\pm$  SEM. n was the number of biologically independent mice.

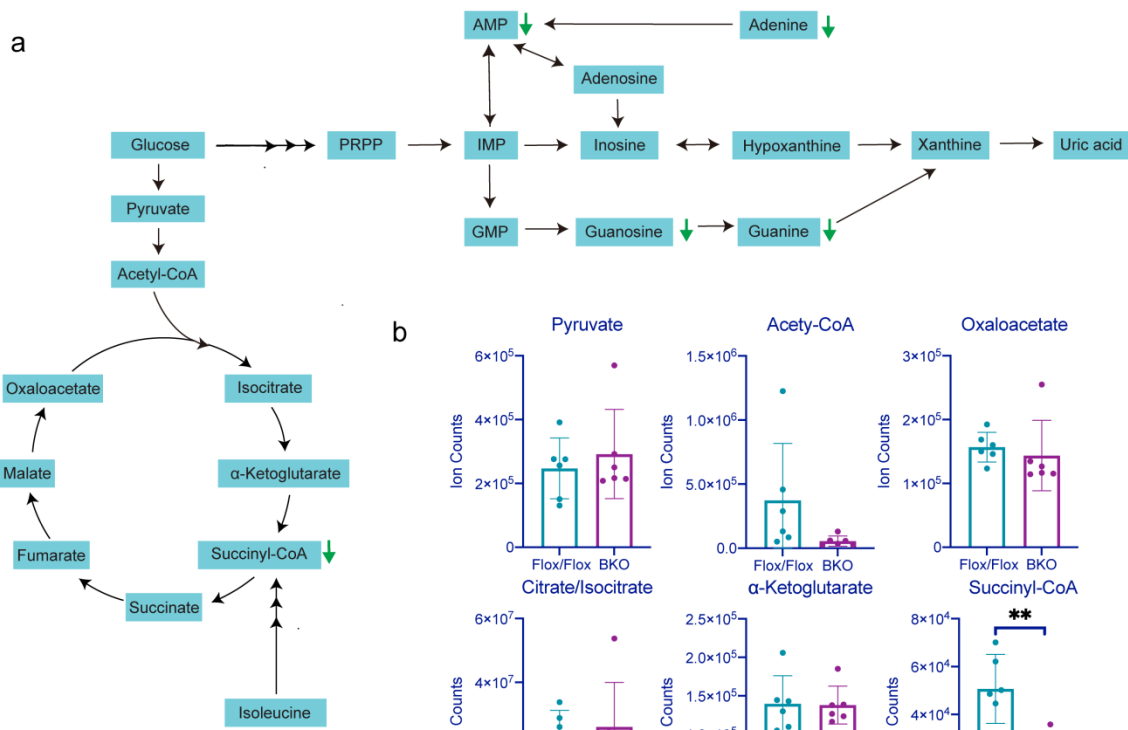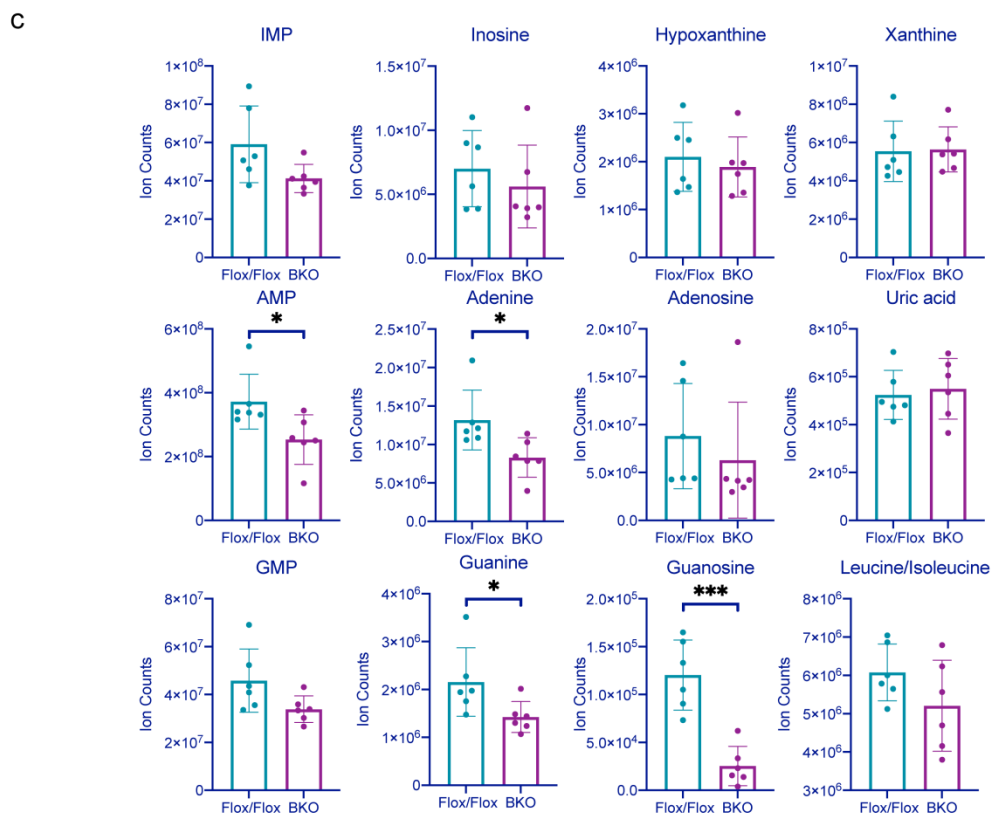

### **Supplementary Figure 3. Metabolic alteration in iBAT of *Wtap*-BKO mice**

(a) The metabolic pathway of electron transport chain and purine de novo synthesis. (b) Metabolites involved in TCA cycle were measured in iBAT of *Wtap*<sup>flox/flox</sup> and *Wtap*-BKO mice at 8 weeks old. (c) The downregulated AMP and guanosine indicate that the purine de novo synthesis via pentose phosphate pathway is decreased. \*,  $p < 0.05$ . \*\*,  $p < 0.01$ . Data represent the mean  $\pm$  SEM. n was the number of biologically independent mice.

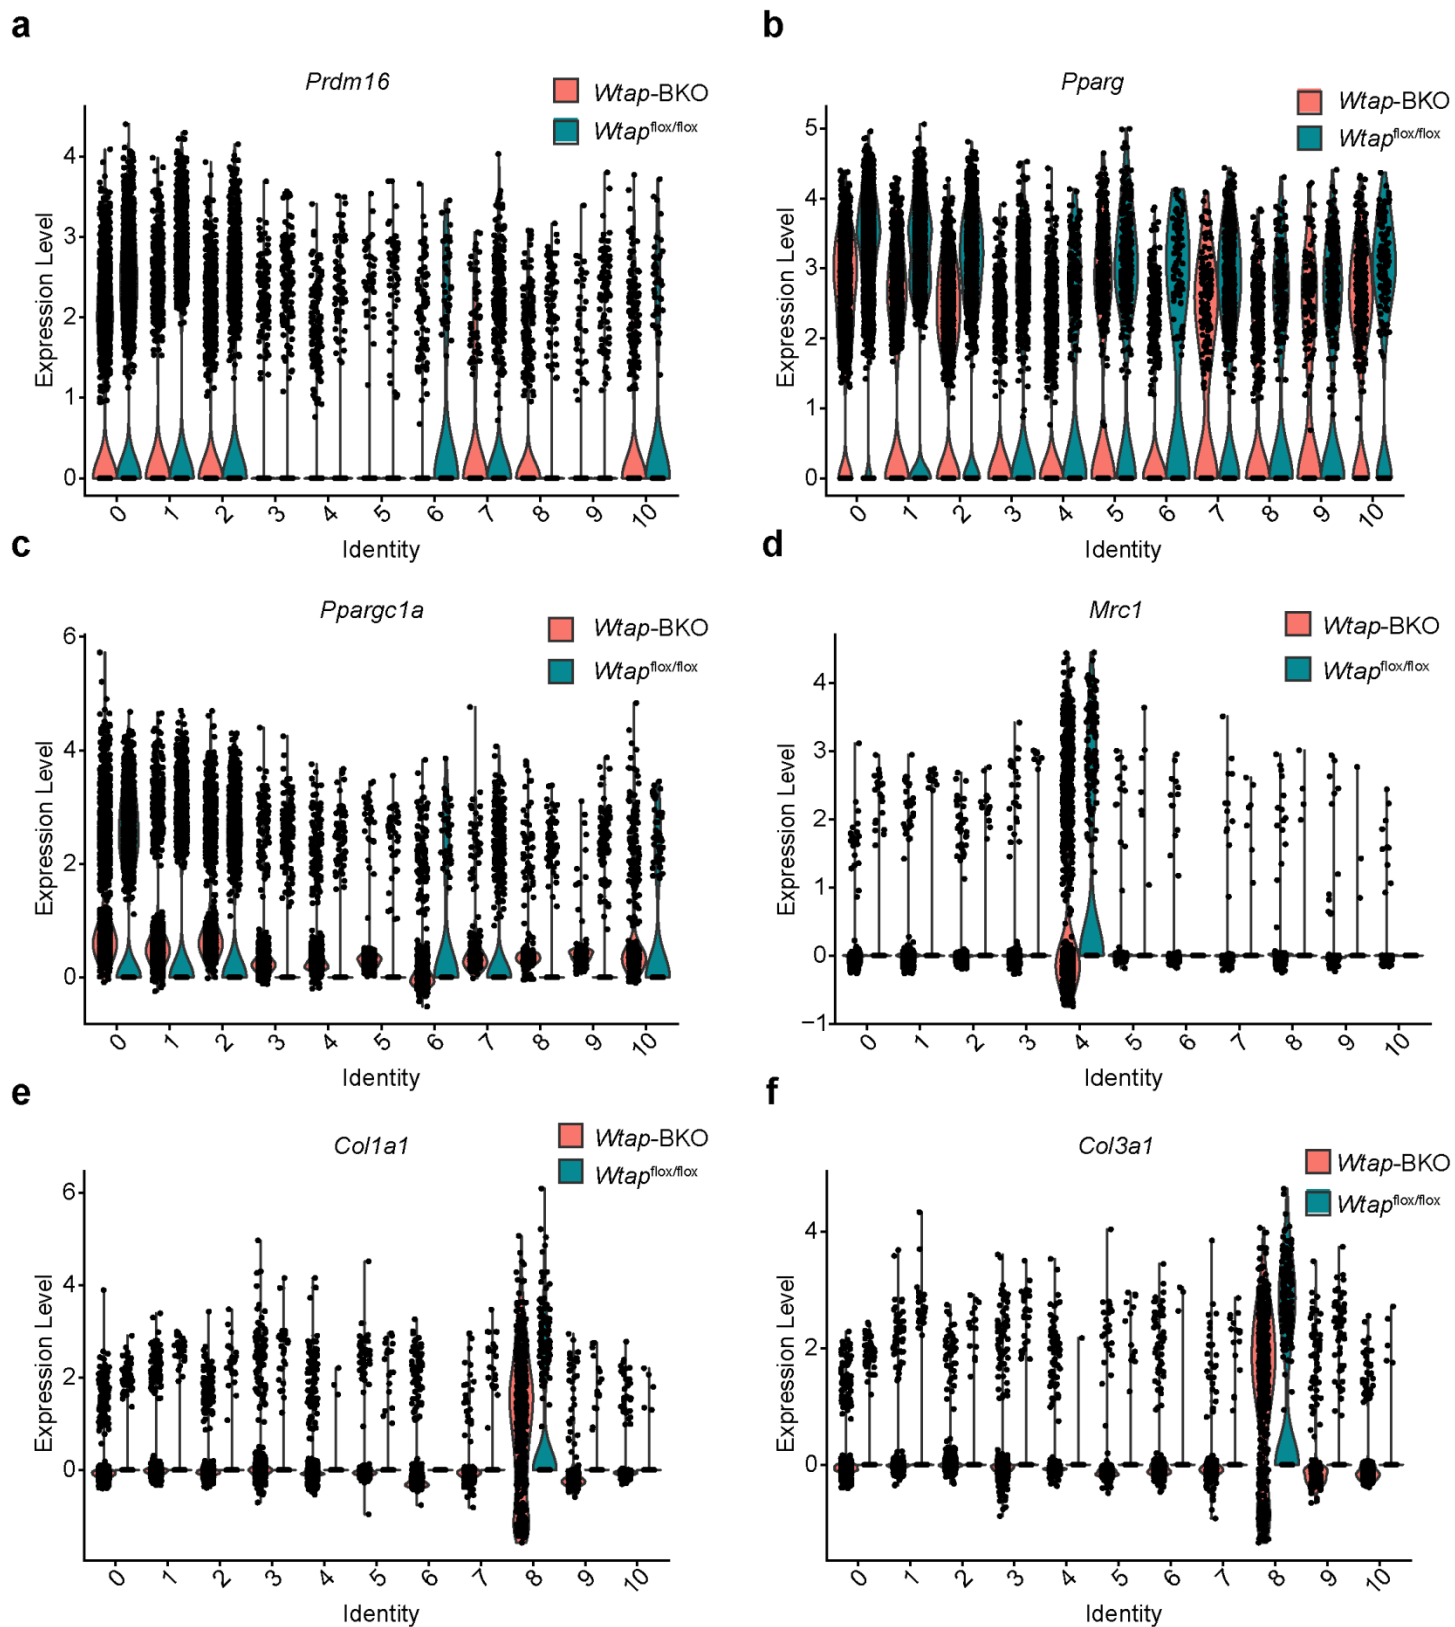

**Supplementary Figure 4. BAT-specific deletion of *Wtap* largely changes cell heterogeneity in iBAT**

(a-f) Cell nuclei were isolated from iBAT in *Wtap*<sup>lox/lox</sup> and *Wtap*-BKO mice at 8 weeks old. snRNA-seq analysis was performed. Violin plots showing the distribution of normalized expression values of *Prdm16* (a),

*Pparg* (b), *Ppargc1a* (c), *Mrc1* (d), *Colla1*(e) and *Col3a1* (f) across cells that belong to the 11 cell clusters.

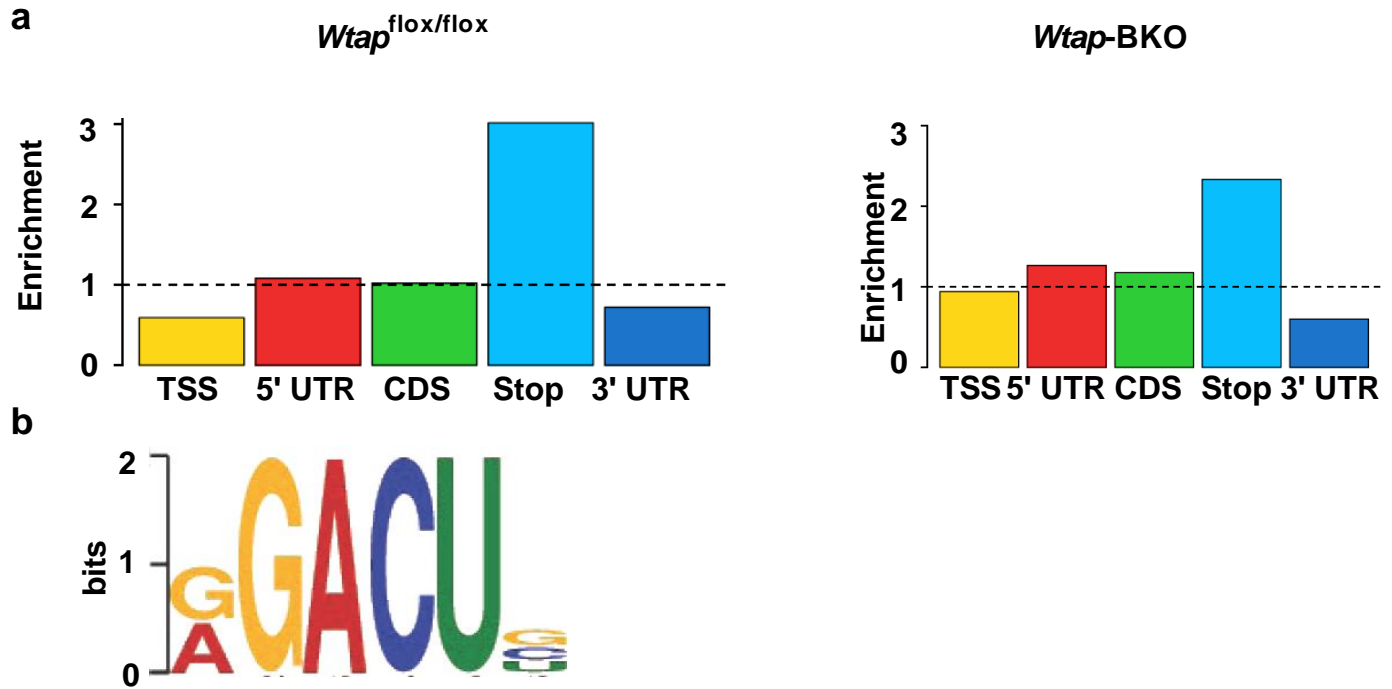

### Supplementary Figure 5. WTAP is essential for m<sup>6</sup>A mRNA modification in iBAT.

The MeRIP-seq analysis of iBATs were performed in 8-week-old *Wtap*<sup>flox/flox</sup> and *Wtap*-BKO mice. (a) The enrichment of m<sup>6</sup>A-RIP-seq peaks in iBAT of 8-week-old *Wtap*<sup>flox/flox</sup> and *Wtap*-BKO mice. (b) Consensus motif of m<sup>6</sup>A sites in iBAT of 8-week-old *Wtap*<sup>flox/flox</sup> mice (p=1.2e-814).

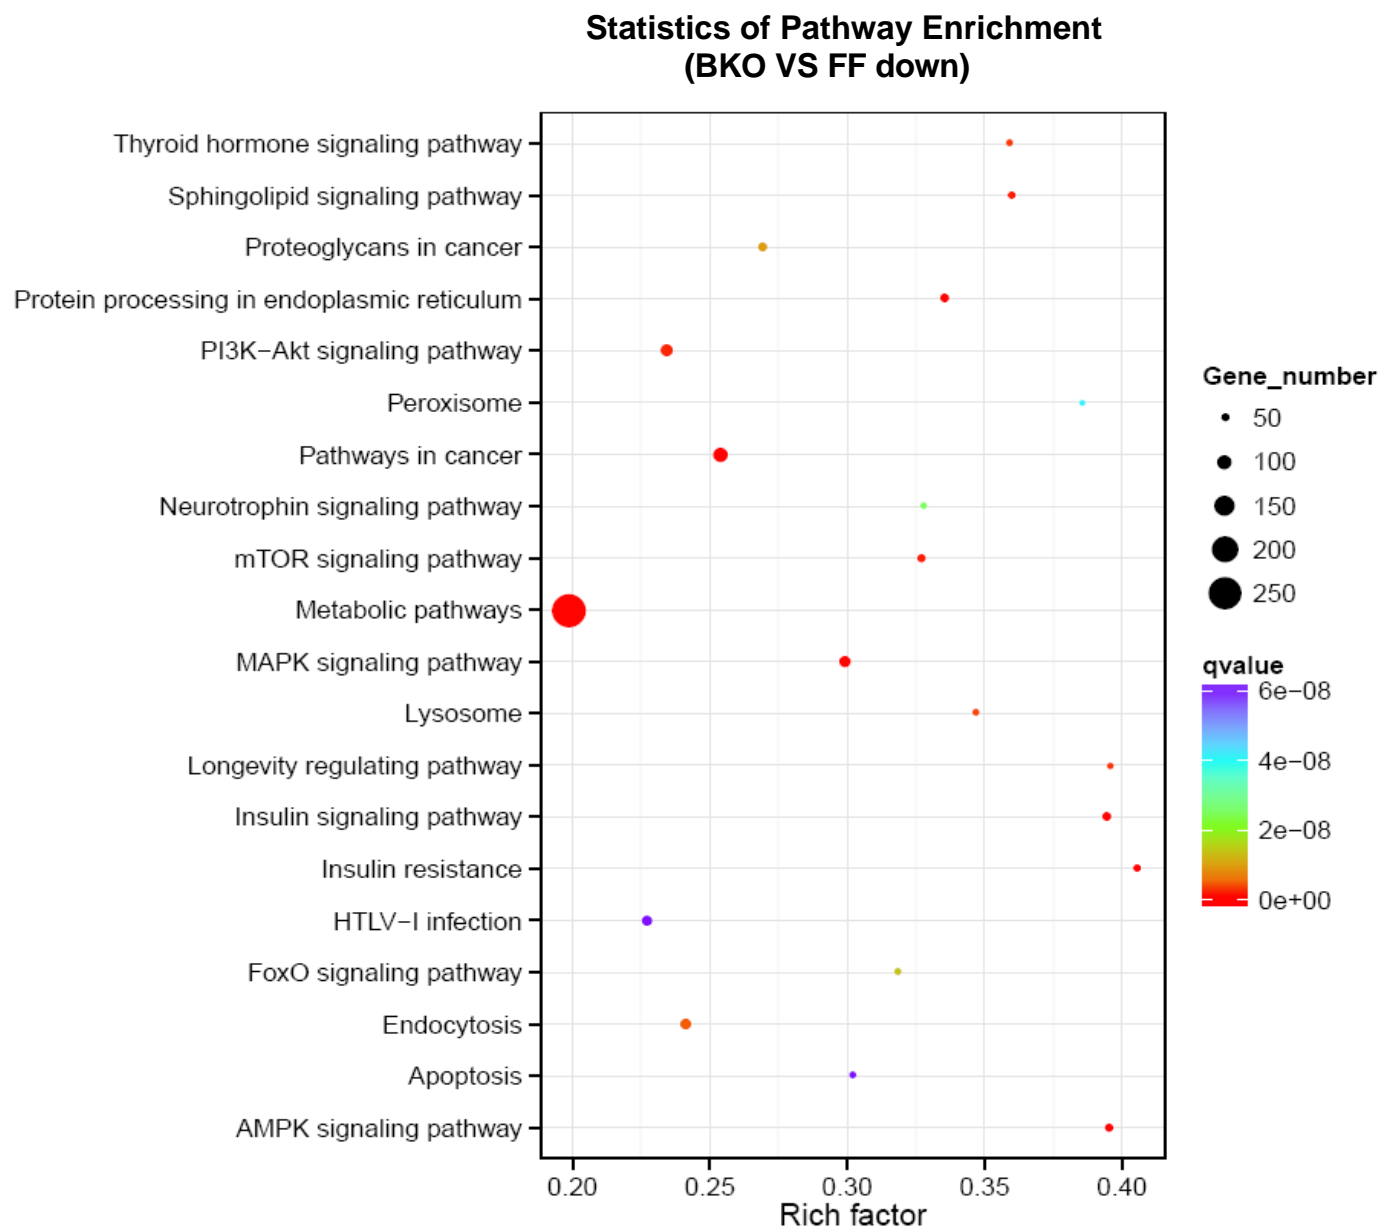

**Supplementary Figure 6. Genes with downregulated m<sup>6</sup>A peaks are associated with signaling pathways.**

The MeRIP-seq analysis of iBATs were performed in 8-week-old *Wtap*<sup>flox/flox</sup> and *Wtap*-BKO mice. KEGG analysis of the genes with downregulated m<sup>6</sup>A peaks.

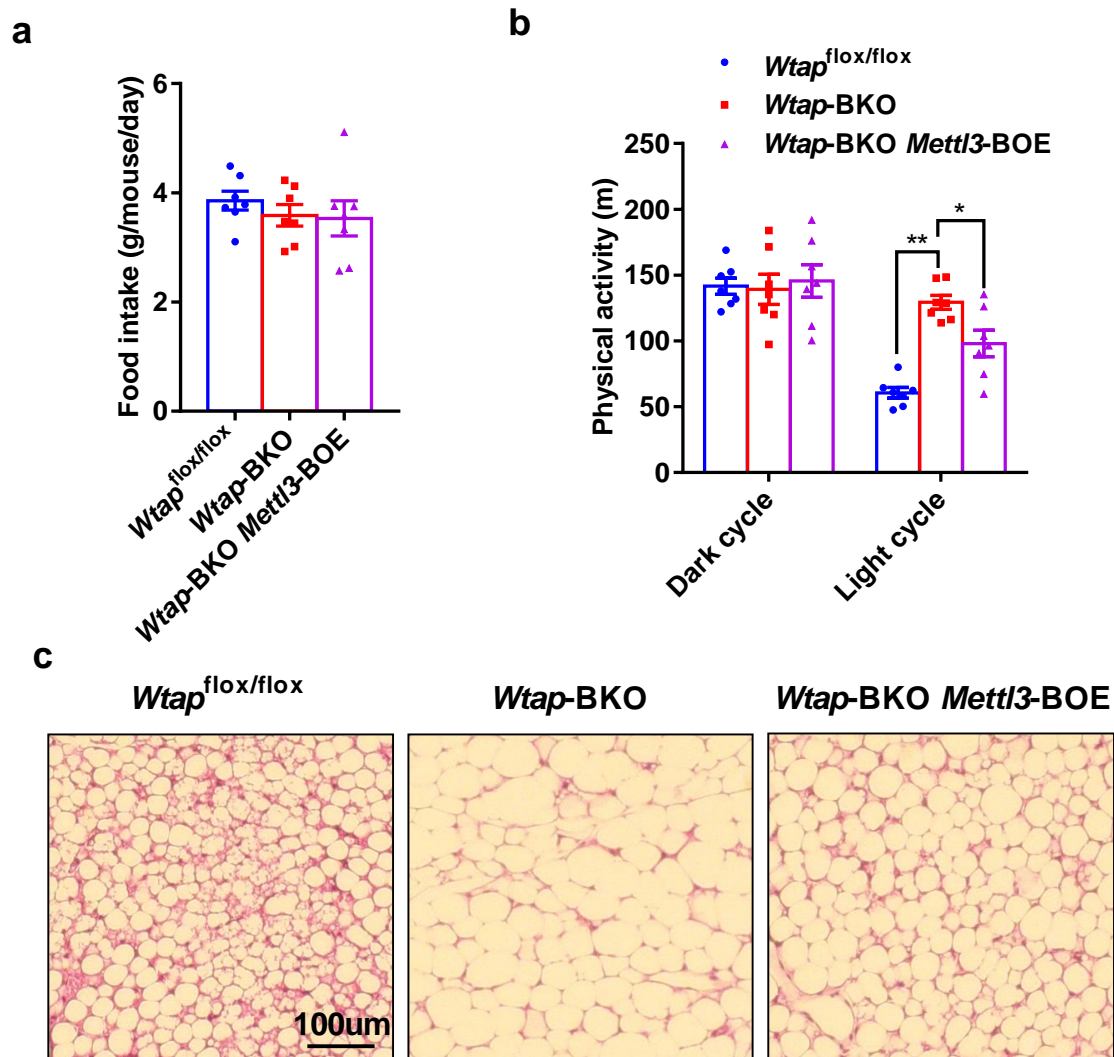

**Supplementary Figure 7. BAT-specific overexpression of *Mettl3* in *Wtap*-BKO mice does not change the food intake but partially rescues the increased physical activity in *Wtap*-BKO mice at light time**

(a, b) The food intake and physical activity of 10-week-old *Wtap<sup>flox/flox</sup>*, *Wtap*-BKO and *Wtap*-BKO/*Mettl3*-BOE mice were measured (n=7 for each group). (c) H&E staining of iBATs in 10-week-old *Wtap<sup>flox/flox</sup>*, *Wtap*-BKO and *Wtap*-BKO/*Mettl3*-BOE mice. \*, p < 0.05. \*\*, p < 0.01. Data represent the mean ± SEM. n was the number of biologically independent mice.

**Supplementary Table 3**

| REAGENT or RESOURCE           | SOURCE      | IDENTIFIER             |
|-------------------------------|-------------|------------------------|
| Antibodies                    |             |                        |
| METTL3                        | CST         | Cat#96391              |
| WTAP                          | proteintech | <b>Cat# 10200-1-AP</b> |
| UCP1                          | SIGMA       | Cat#U6382              |
| PGC-1 $\alpha$                | proteintech | Cat#66369-1-lg         |
| $\beta$ -Actin                | proteintech | Cat#60008-1-lg         |
| PPAR $\gamma$                 | proteintech | Cat#16643-1-AP         |
| PRDM16                        | Abclonal    | Cat# A11581            |
| Total OXPHOS                  | abcom       | Cat#ab110413           |
| GAPDH                         | proteintech | Cat#60004-1-lg         |
| Flag                          | SIGMA       | Cat# F1804             |
| AKT                           | CST         | Cat#9272               |
| P-AKT(S473)                   | CST         | Cat#9271               |
| Chemicals                     |             |                        |
| IBMX(isobutylmethylx anthine) | SIGMA       | Cat#I5879              |
| T3                            | SIGMA       | Cat#T2877              |
| ROSIGLITAZONE                 | SIGMA       | Cat#R2408              |
| INDOMETHACIN                  | SIGMA       | Cat#I7378              |
| CRYSTALLINE                   |             |                        |
| DEXAMETHASINE                 | SIGMA       | Cat#D1756              |
| CRYSTALLINE                   |             |                        |

|                             |                  |                |
|-----------------------------|------------------|----------------|
| INSULIN                     | SIGMA            | Cat#I5500      |
| RIPA Buffer                 | Solarbio         | Cat#R0020      |
| Blue Plus II Protein Marker | Transgen Biotech | Cat#L50824     |
| High Pure dNTPs             | Transgen Biotech | Cat#20201025   |
| GoTaq Green Master Mix      | Promega          | Cat#M7122      |
| M-MLV reverse transcriptase | Promega          | Cat#M1701      |
| Random Primers              | Promega          | Cat#C1181      |
| FBS                         | TRINTY TEK       | Cat#01010102   |
| Collagenase Type2           | Worthington      | Cat#LS004176   |
| SYBR™ Green Mix             | Roche            | Cat#4913914001 |
| TriPure Isolation Reagent   | Roche            | Cat#94015120   |
| Methanol                    | Fisher Chemical  | Cat#A452       |
| Water                       | Fisher Chemical  | Cat#A4         |
| Acetonitrile                | Fisher Chemical  | Cat#A998       |
| Ammonium acetate            | Fisher Chemical  | Cat#A114       |
| Ammonium hydroxide          | Fisher Chemical  | Cat#470        |
| MG132                       | Sigma            | Cat#474787     |
| leupetin                    | Sigma            | Cat# L2884     |

|          |                   |              |
|----------|-------------------|--------------|
| Software |                   |              |
| Graphpad | Graphpad software | Graphpad.com |

How the deposited data were processed for this re-analysis (not part of the article)

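The data were 2 lists of m6A peaks, 1 from iBAT of 8-week-old *Wtap* flox/flox mice and 1 from *Wtap*-BKO mice. Each list rests on 1 IP and 1 input sample, each pooled from 8 mice, and the 4 samples were mapped to genotype and fraction by their labels and the methods. The paper's methods state that peaks were detected by MACS2. The layout of the deposited lists, with spliced blocks on Ensembl genes, is that written by the R package exomePeak, and which caller made them could not be settled from the values. The deposited score column holds the authors' p-value of each peak, and 2 further columns hold scores that are the log10 of the p-value and of the false discovery rate. The fold enrichment deposited by the authors is a ratio of IP over input within 1 genotype, and how it was scaled for library size is not described in the text. The lists were already filtered by the authors at a false discovery rate under 0.05. A false discovery rate given as 0 occurs for 147 *Wtap* flox/flox and 83 *Wtap*-BKO peaks, which were ranked first.

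Starting from the lists, peaks were counted and matched in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and drawn with matplotlib 3.10.9. A peak was found in the other list when at least 1 exonic base was shared on the same strand. Shares have 95% Wilson intervals, which treat peaks as independent and cover counting error only. Read totals are not known from the lists, so it is not known whether one genotype was sequenced more deeply, and a peak missing from a list means only that none passed the authors' threshold there. With 1 pooled sample per genotype no test between genotypes was made, no replicate could be left out, and no paired analysis could be made. Gene lists were compared with 10000 random lists drawn with a fixed seed, matched on the number of *Wtap* flox/flox peaks per gene up to 5, and the results are percentiles that describe these samples. For cell type marker lists, random lists of the same size were drawn from the 10105 gene symbols with a peak in either list.

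Before the data were examined, the main settings, the alternatives, 6 functional gene lists, 4 cell type marker lists and the rule for naming genes were fixed. The rule names the genes that the MeRIP-seq text and its discussion name (*Prdm16*, *Pparg*, *Ucp1*, *Ppargc1a*), the m6A machinery (*Wtap*, *Mettl3*, *Mettl14*, *Fto*, *Ythdf1*, *Ythdf2*, *Ythdf3*, *Ythdc1*, *Ythdc2*), the markers *Mrc1*, *Col1a1* and *Col3a1*, and from each list the 3 peaks with the smallest false discovery rate on genes without a peak in the other list. The 6 functional lists are brown fat, insulin, AMPK, MAPK, endoplasmic reticulum and mitochondrial gene expression. The 4 marker lists are macrophage, T/B lymphocyte, fibroblast and brown adipocyte. A list of skeletal muscle markers and a list of nuclear genes of oxidative phosphorylation were added after the data were seen.

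Gene positions came from a RefSeq gene table of GRCm38.p6 and were used for the check of the build and for the distance of peaks from gene ends. Of 18693 *Wtap*-BKO peaks, 16950 had their symbol and chromosome in the table, and 95.2% of these lay inside the span of their gene. The planned share of peaks around stop codons and in UTRs, and the GGACU motif, need a transcript annotation and a genome sequence and were not analysed here. The distance from gene ends replaced the former.

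The matching was tested on simulated data made from the 18400 *Wtap* flox/flox peaks, in which a known set was kept, shortened or removed. The peak's own copy was found or missed as simulated for all 18400 peaks, and the rule of shared bases in at least 50% of a peak was right for 99.0%. Among 200 neutral gene lists, 4.5% had a share that fewer than 5% of the random lists reached. Each gene there was lost with the same probability whatever its number of peaks. The matching of random lists on peaks per gene was therefore not tested. Copies of Supplementary Tables S1 and S2 were incomplete, so no overlap with them was computed.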

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

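The marker lists other than muscle, and their counts under 1e-05, were set before the data were examined. The tests of explanations in this part were chosen after the counts had been seen. The muscle list was written after *Tnnt3* and *Mb* had been noticed. Each flagged result is a count of marker genes with a peak in *Wtap*-BKO mice and none in *Wtap* flox/flox mice. These genes lie outside those that the MeRIP-seq text discusses, and their signal is absent from the control list. The numbers of peaks per marker list, given last, also include genes with peaks in both lists.

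Of 29 T/B lymphocyte markers, 16 had a peak in either list, 9 of them in *Wtap*-BKO only, 7 in both and 0 in *Wtap* flox/flox only. None (0) of the 10000 random lists of 16 genes had as many genes in *Wtap*-BKO only, which argues against a chance draw of genes. With a false discovery rate under 1e-05 in both lists, 5 of 6 genes were in *Wtap*-BKO only. They include *Ikzf3* and *Il7r*, which had peaks in both lists at the authors' threshold. Of 25 macrophage markers, 22 had a peak, 5 of them in *Wtap*-BKO only (*Ctss*, *Laptm5*, *Ly86*, *Mrc1* and *Msr1*), and 1551 of the random lists had as many, so chance stays open at the authors' threshold. Under 1e-05 the count was 10 of 19, with 0 random lists as high. The paper's single nucleus RNA-seq found more macrophages and T/B lymphocytes in iBAT of *Wtap*-BKO mice. A candidate explanation of the 9 lymphocyte genes is more immune cells in the *Wtap*-BKO tissue, as those proportions would give. *Wtap* was deleted with *Ucp1*-iCre, which targets brown fat, so the design names no change in methylation within lymphocytes. The peak lists alone cannot exclude such a change, because they hold no expression values.

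Of 38 skeletal muscle markers, 23 had a peak, 14 of them in *Wtap*-BKO only, 9 in both and 0 in *Wtap* flox/flox only. The 14 include *Myh1*, *Myh2*, *Ttn*, *Tnni2*, *Tnnc2* and *Pvalb*, and abundant muscle transcripts such as *Acta1*, *Myh4* and *Mylpf* had peaks in both. Without *Tnnt3* and *Mb*, 12 of 21 genes were in *Wtap*-BKO only, and 1 of the 10000 random lists had as many, which argues against a chance draw. With a false discovery rate under 1e-05 the count was 12 of 14, but these were partly different genes. The 12 include *Acta1*, *Atp2a1*, *Myh4*, *Myl1* and *Tcap*, which had peaks in both lists at the authors' threshold. They leave out *Myh1*, *Myh2* and *Ttn*, among others. The 9 genes with a peak in both lists were present in *Wtap* flox/flox iBAT too, and *Mb* is also in the brown fat list. Skeletal muscle carried into the *Wtap*-BKO pool of iBAT may account for the 14 genes. Muscle genes expressed by the *Wtap*-BKO tissue itself remain as an alternative, and the 2 cannot be told apart without expression values or a second pool.

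The marker lists moved together in the number of peaks. From *Wtap* flox/flox to *Wtap*-BKO mice, macrophage markers went from 30 to 52 peaks, T/B lymphocyte markers from 11 to 23, fibroblast markers from 31 to 49 and skeletal muscle markers from 10 to 35, while brown adipocyte markers went from 57 to 42. A lower share of brown adipocyte RNA in the *Wtap*-BKO tissue could give this pattern, as could separate changes in each cell type. The peak lists cannot tell these apart, because they hold no transcript levels. In the paper's single nucleus RNA-seq, macrophages and T/B lymphocytes made up a larger proportion of *Wtap*-BKO iBAT. *Prdm16*, *Pparg* and *Ppargc1a* mRNA was lower within brown adipocytes there. Fibroblast markers had a peak in both lists for 19 of 19 genes. The functional brown fat list did not fall, with 90 *Wtap* flox/flox and 94 *Wtap*-BKO peaks. Part of the fall in brown adipocyte markers came from *Prdm16*, which went from 8 peaks to 1. A difference in depth that scaled every list alike would move the lists the same way. Of the peaks on brown adipocyte markers 42.4% (interval 33.2% to 52.3%) were in the *Wtap*-BKO list, against 66% (interval 59.8% to 71.7%) for the other 4 marker lists. A depth difference that scaled every list alike would not give these shares. Depth that added peaks mainly on scarce transcripts could, and the depths are unknown, so depth stays open. The intervals also treat several peaks on 1 gene as independent.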

How the results depend on the processing

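No paired analysis was possible because each genotype has 1 pooled sample and the lists come from no test. For the same reason, leaving out a replicate was not run. The alternatives set for the position of peaks on transcripts (fold enrichment of at least 2, a window of 200 nt around the stop codon, every exonic base) and for the GGACU motif (DRACH, the 100 nt around the peak centre) were not run, because they need a transcript annotation or a genome sequence. The unknown sequencing depth limits each count of peaks found in 1 list only. The windows at gene ends, the overlap on either strand, the comparison of the strongest parts and the muscle list were chosen after seeing the data. The cause of each change was not tested unless stated.

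Under a false discovery rate of 1e-05 in both lists, which by construction removes peaks, 11602 *Wtap* flox/flox and 10911 *Wtap*-BKO peaks were left. At limits added after the data were seen there were 7932 and 6768 under 1e-10, 4914 and 3679 under 1e-20, and 1963 and 1307 under 1e-50. The share found in the other list was 66.2% for *Wtap* flox/flox and 71.9% for *Wtap*-BKO peaks, and the number of genes with an unmatched *Wtap*-BKO peak was 2583. In *Wtap*-BKO only there were 10 macrophage, 5 T/B lymphocyte, 1 fibroblast and 1 brown adipocyte marker genes. The shares of peaks near the 3ʹ end of the gene were 23.1% and 20.3%. With the limit of 1e-05 applied to the counted list alone, 79.6% of *Wtap* flox/flox and 84.6% of *Wtap*-BKO peaks were found. Genes with an unmatched peak then numbered 2066 for *Wtap* flox/flox and 1511 for *Wtap*-BKO, and genes with a peak in 1 list only 758 and 531. At the added limits, genes with an unmatched peak numbered 1048 and 411 under 1e-10, 495 and 83 under 1e-20, and 147 and 17 under 1e-50. With a fold enrichment of at least 2 in both lists, 64.9% of *Wtap* flox/flox peaks were found.

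When at least 50% of a peak's exonic bases had to be shared, 59.3% of *Wtap* flox/flox and 62.5% of *Wtap*-BKO peaks were found. With any peak on the same gene accepted, the shares were 88.2% and 88.9%, and the genes with an unmatched peak numbered 1718 and 1699. Overlap of spans, and overlap on either strand, left the shares and gene counts of both lists within their intervals or within 1.5 times.

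Ranking by fold enrichment in place of the false discovery rate changed the strongest part to 72.9% of *Wtap* flox/flox and 64.3% of *Wtap*-BKO peaks found, and the weakest part to 56.8% and 60.2%. The difference in unmatched peaks between the strongest parts, *Wtap* flox/flox minus *Wtap*-BKO, was 6.94 percentage points by false discovery rate, −8.62 by fold enrichment and 8.19 among peaks with a false discovery rate under 1e-20. The excess of unmatched strong *Wtap* flox/flox peaks therefore depends on what strong means.

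Counting only genes with no *Wtap*-BKO peak at all, which is a stricter criterion by construction, gave 2.78% of the brown fat, 6.94% of the insulin, 12.1% of the AMPK, 11.8% of the MAPK, 9.41% of the endoplasmic reticulum and 32.3% of the mitochondrial gene expression list. With *Wtap* flox/flox peaks under 1e-05, the MAPK list was at 23.8%. The mitochondrial list stood above its random lists in each of the 3 settings, with 63, 21 and 2 of 10000 random lists as high. Shares near the 3ʹ end were 11.1% and 9.51% within 500 bp, and 37.6% and 34.3% within 2000 bp, for *Wtap* flox/flox and *Wtap*-BKO peaks, lower in *Wtap*-BKO mice in each window. Among the unmatched peak counts of *Prdm16*, *Pparg*, *Ucp1* and *Ppargc1a*, 33 values under the alternatives were the same or within 1.5 times and 7 moved. For *Prdm16*, the 5 unmatched *Wtap* flox/flox peaks became 2 under 1e-05, in both lists or in the counted list alone. For *Pparg*, the 2 unmatched *Wtap*-BKO peaks became 1 in the same 2 settings. For *Ppargc1a*, the 0 unmatched *Wtap* flox/flox peaks became 2 under 1e-05 in both lists and 1 with at least 50% of the bases shared, and the 1 unmatched *Wtap*-BKO peak became 0 under 1e-05 in the counted list.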

Differences from the paper's values

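The *Wtap* flox/flox list gave the paper's 18400 peaks and the paper's 9732 transcripts. Supplementary Table S2 has 3841 entries in all, where the paper's text gives 4943 transcripts, within 1.5 times of each other.

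The paper states that far more genes had downregulated than upregulated m6A peaks in *Wtap*-BKO mice. Read counts were not analysed here, and by presence of peaks at the authors' threshold the numbers were nearly even, with 4490 genes carrying an unmatched *Wtap* flox/flox peak and 4635 carrying an unmatched *Wtap*-BKO peak. Among the alternatives set before the data were examined, more genes were on the *Wtap* flox/flox side with a false discovery rate under 1e-05 in the list counted (2066 against 1511 genes), under 1e-05 in both lists (3211 against 2583), with a fold enrichment of at least 2 in both lists (4657 against 4356), with at least 50% of the bases shared (5346 against 5206) and, narrowly, with any peak on the same gene (1718 against 1699). More were on the *Wtap*-BKO side with overlapping spans (4482 against 4625) and with overlap on either strand (4450 against 4599), which was chosen after seeing the values. With stricter limits in the list counted, chosen after seeing the values, there were 1048 against 411 genes under 1e-10, 495 against 83 under 1e-20 and 147 against 17 under 1e-50. When each list was ranked by fold enrichment, the strongest part had more unmatched peaks on the *Wtap*-BKO side, at 35.7% against 27.1%. These are counts of presence, not of the change in m6A that the paper measured.

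The paper names *Pparg* among the genes with downregulated peaks. By presence alone, its 1 *Wtap* flox/flox peak was found in the *Wtap*-BKO list, and 4 *Wtap*-BKO peaks were listed. The *Wtap* flox/flox peak covered 866 bases, with a log10 false discovery rate of −204 and a fold enrichment of 3.98 in its own list. The 2 *Wtap*-BKO peaks on it covered 300 and 210 bases, with −94.9 and −8.02 and fold enrichments of 2.25 and 1.40 in theirs, and the 2 elsewhere had −5.50 and −3.12. The paper states that m6A on *Ucp1* does not change, and 1 of the 2 *Wtap*-BKO peaks on *Ucp1* had no *Wtap* flox/flox peak on it. The paper associates brown fat cell differentiation and the insulin, MAPK, AMPK and endoplasmic reticulum pathways with downregulated peaks. In the hand-written lists that stand in for these sets, the shares of genes with an unmatched *Wtap* flox/flox peak lay within the central 95% of the random lists, at 41.7%, 48.6%, 40.9%, 45.5% and 38.8%. These shares count missing peaks, so they do not test a decrease of m6A in peaks that remained.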

Other observations

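In this part, the tests of peaks near the threshold in the strongest parts and of the oxidative phosphorylation genes, and the comparison of the strongest parts, were chosen after their results were seen. The test of other peaks on the same gene and the test of the strength of the mitochondrial genes' peaks were set before theirs.

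In the strongest part of each list by false discovery rate, 348 *Wtap* flox/flox peaks and 94 *Wtap*-BKO peaks had no partner, a difference of 6.94 percentage points. The strongest parts end at different strengths, at a log10 false discovery rate of −28.0 in the *Wtap* flox/flox and −19.8 in the *Wtap*-BKO list, and the difference was −8.62 percentage points when fold enrichment ranked the peaks. Peaks near the threshold that enter and leave 2 separate calls are argued against as the whole cause for peaks far from it. Under a false discovery rate of 1e-50, 7.69% (interval 6.59% to 8.96%) of *Wtap* flox/flox peaks had no *Wtap*-BKO peak on them, against 1.45% (interval 0.933% to 2.26%) the other way. Of the 348 peaks, 64.1% (interval 58.9% to 68.9%) lay on a gene with another *Wtap*-BKO peak, so those transcripts were not too scarce to give any peak. The same share was 63.6% over all unmatched *Wtap* flox/flox peaks and 57.4% (interval 47.4% to 67.0%) for the 94 *Wtap*-BKO peaks. A scarcer transcript can lose 1 peak and keep another, and that was not tested. For the other 125 peaks, on genes with no *Wtap*-BKO peak at all, scarcity and loss of m6A cannot be told apart without expression values. Shallower *Wtap*-BKO libraries stay open too. The *Wtap*-BKO list has 18693 peaks at the authors' threshold, more than the *Wtap* flox/flox list, and the depths are unknown, so no value decides. Loss of m6A in *Wtap*-BKO mice, the difference the design names, remains an untested explanation.

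Genes of mitochondrial gene expression were in *Wtap* flox/flox only for 31 of 100 genes with a peak, and in *Wtap*-BKO only for 4 (*Hsd17b10*, *Mrpl2*, *Mrps22* and *Mtrf1*, named after their values were seen). Of the 96 listed genes with a *Wtap* flox/flox peak, the 31 are 32.3%, and 21 of 10000 random lists matched on the number of *Wtap* flox/flox peaks per gene had as high a share. Among mitochondrial ribosomal proteins, 14 of 42 *Mrpl* genes and 7 of 23 *Mrps* genes were in *Wtap* flox/flox only, against 1 and 1 in *Wtap*-BKO only. A loss common to nuclear transcripts of mitochondrial proteins is argued against by the genes of oxidative phosphorylation, of which 16 were in *Wtap* flox/flox only and 16 in *Wtap*-BKO only among 81 with a peak. Peaks near the threshold are argued against as well, because the 42 peaks of the 31 genes were stronger, at the median, than 68.3% of the *Wtap* flox/flox list, where those of other genes in *Wtap* flox/flox only were stronger than 30.5%. A lower level of these transcripts in *Wtap*-BKO tissue is a possible explanation that was not tested, as is selective loss of m6A, which is a hypothesis here.

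Among the strongest peaks on genes without a peak in the other list, the *Wtap* flox/flox list has *Isca1* (chromosome 13, 59756459 to 59756999, fold enrichment 7.39, false discovery rate given as 0), *Dgat2* (chromosome 7, 99154436 to 99154675, fold enrichment 2.03) and *Crls1* (chromosome 2, 132864179 to 132866101, fold enrichment 3.55). The *Wtap*-BKO list has *mt-Nd1* (2751 to 3050 of the mitochondrial genome, fold enrichment 3.05) and 2 peaks on *mt-Co1* (5566 to 5744, fold enrichment 1.30, and 6575 to 6724, fold enrichment 86.5, higher than 99.9% of the *Wtap*-BKO peaks). On mitochondrially encoded transcripts there were 8 *Wtap* flox/flox and 12 *Wtap*-BKO peaks, and each of the 8 *Wtap* flox/flox peaks was found in the *Wtap*-BKO list.

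Of the m6A machinery, *Mettl3*, *Mettl14* and *Ythdc2* had 0 peaks in either list. *Ythdc1* had 6 peaks in each list and *Ythdf3* 2 in each, each found in the other list. *Ythdf1* had 1 *Wtap* flox/flox and 3 *Wtap*-BKO peaks, and *Ythdf2* 2 and 2. *Fto* had 1 *Wtap* flox/flox peak (chromosome 8, 91409286 to 91409795) and 1 *Wtap*-BKO peak (91666582 to 91666732) that did not overlap. *Mrc1* had 0 *Wtap* flox/flox and 3 *Wtap*-BKO peaks, *Col1a1* 1 and 1, and *Col3a1* 1 and 3. The paper's single nucleus RNA-seq found *Mrc1*, *Col1a1* and *Col3a1* upregulated in *Wtap*-BKO mice.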
